# KMT2C/KMT2D-dependent H3K4me1 mediates changes in DNA replication timing and origin activity during a cell fate transition

**DOI:** 10.1016/j.celrep.2025.115272

**Published:** 2025-02-04

**Authors:** Deniz Gökbuget, Liana Goehring, Ryan M. Boileau, Kayla Lenshoek, Tony T. Huang, Robert Blelloch

## Abstract

Mammalian genomes replicate in a cell-type-specific order during the S phase, correlated to transcriptional activity, histone modifications, and chromatin structure. The causal relationships between these features and DNA replication timing (RT), especially during cell fate changes, are largely unknown. Using machine learning, we quantify 21 chromatin features predicting local RT and RT changes during differentiation in embryonic stem cells (ESCs). About one-third of the genome shows RT changes during differentiation. Chromatin features accurately predict both steady-state RT and RT changes. Histone H3 lysine 4 monomethylation (H3K4me1), catalyzed by KMT2C and KMT2D (KMT2C/D), emerges as a top predictor. Loss of KMT2C/D or their enzymatic activities impairs RT changes during differentiation. This correlates with local H3K4me1 loss and reduced replication origin firing, while transcription remains largely unaffected. Our findings reveal KMT2C/D-dependent H3K4me1 as a key regulator of RT and replication initiation, a role that likely impacts diseases associated with KMT2C/D mutations.

## In brief

Gökbuget et al. use machine learning to quantify chromatin state changes that predict DNA replication timing changes during cell differentiation. By following up on top predictors through functional validation, they uncover a new function of KMT2C/KMT2D-dependent H3K4me1 in regulating DNA replication timing changes and origin activity during ESC differentiation.

## INTRODUCTION

Chromatin exists at multiple structural levels, which integrate to modulate gene activity. Recent evidence suggests that the temporal order by which DNA is replicated during the S phase—known as DNA replication timing (RT)—is correlated with various chromatin features predictive of gene activity.^1–13^ Measurements of RT across the genome reveal megabase-scale segments with either early or late S-phase DNA replication (herein referred to as RT domains). On the level of chromatin structure, boundaries of frequently self-interacting domains defined by chromatin conformation capture assays—known as topologically associating domains (TADs)—align well with boundaries of RT domains,^14,15^ and specific TAD subtypes were recently implicated in replication initiation.^13^ Furthermore, early and late replicated RT domains correlate with higher-order chromatin compartmentalization into A and B compartments, respectively.^14,15^ Euchromatin-associated histone modifications are enriched in early-replicating RT domains,^10,16,17^ whereas heterochromatin-associated histone H3K9 methylation is enriched in late-replicating RT domains.^2^ Similarly, RT domains harboring actively transcribed genes are generally replicated earlier than ones with inactive genes.^3,5–9^ At the level of the whole nucleus, early-replicating or active chromatin localizes to the center of the nucleus, and late-replicating or repressed chromatin localizes to the periphery of the nucleus.^18–21^ While this evidence correlates RT with markers of gene activity, it remains unclear how these chromatin features causally and hierarchically relate to RT and how these relationships may change during cell state maintenance versus transition. Much of the evidence that correlates RT with selected chromatin features has been produced under steady-state conditions in unrelated cellular contexts, with functional evidence limited to selected genomic loci.^22,23^ These limitations complicate the comparability and consolidation of the data into a general model.

Here, we address these gaps by measuring genome-wide RT alongside genomic profiling of the chromatin state followed by machine learning to unbiasedly evaluate 21 chromatin features for their ability to locally predict RT within 50 kb genomic bins during the steady state and the transition of naive embryonic stem cells (ESCs) to epiblast-like cells (EpiLCs). We find that the local chromatin state accurately predicts local RT across the genome during the transition. Functional validation of the most predictive mark, H3K4me1, through genetic deletion of the responsible histone monomethyltransferases KMT2C/D (previously known as MLL3/4) resulted in genome-wide impairment of RT changes within smaller subdomains that normally occur during the transition (henceforth referred to as RT changes). This impairment was largely uncoupled from local changes in transcriptional activity. Furthermore, profiling of replication origin activity during the transition revealed a local requirement of KMT2C/D activity in promoting origin activity, which was most evident at sites of KMT2C/D-dependent H3K4me1 and RT changes. Overall, these data present a new role for KMT2C/D enzymatic activity in the regulation of DNA replication beyond its role in transcriptional regulation.

## RESULTS

### Genome-wide changes in RT during early ESC differentiation

To understand how RT is regulated during cellular differentiation, we used a previously established ESC model following the transition from the naive to the EpiLC state reflecting the physiologically relevant cell fate transition of the embryonic epiblast during the peri-implantation period of mammalian development (mouse embryonic day [E]4.5–E5.5).^24–27^ This EpiLC state is consistent with the recently hypothesized formative pluripotency state, which immediately precedes commitment to germ layer specifications.^28^ To measure genome-wide RT, we developed a fast and scalable EdU/biotin-labeling based approach (BioRepli-seq) based on the relative enrichment of sequenced nascent DNA within 50 kb genomic bins in early versus late S phase (Figure 1A). The strong biotin-streptavidin interaction allowed us to implement stringent washing steps under denaturing conditions, reduce cellular input, and perform on-bead library preparation, all of which constitute advantages over previous methods. Our results in naive ESCs correlated well with those using the two-fraction BrdU-based technique previously performed under the same culture conditions^29^ (Figure S1A). However, the BioRepli-seq method demonstrated an enhanced dynamic range (Figures S1A and S1B). Both naive and EpiLC states showed clearly delineated early- and late-replicating domains that change in size and RT across megabases during differentiation (Figure 1B). Principal-component analysis attributes ~80% of the variance in RT to the pluripotency state transition and confirms the reproducibility of the data within cellular states (Figure S1C). Heatmaps and statistical analysis of genome-wide RT changes during the pluripotency state transition reveal that ~30% of the genome changed RT (false discovery rate [FDR] < 0.05), with equal changes toward earlier and later RT (Figures 1C and 1D). Together, these results reveal extensive changes in RT genome-wide during the relatively short developmental time window reflected by the naive to EpiLC transition.

### Chromatin state accurately predicts RT under steady-state and differentiation conditions

Next, we investigated the association between the chromatin state and RT in steady-state naive pluripotency, as well as how alterations in the chromatin state are linked to changes in RT during the naive-to-EpiLC transition. To do so, we measured the genome-wide signal of 21 chromatin features including histone modifications (H3K4me1–3, H3K27ac, H3K27me3, H3K36me1–2, H3K9ac, H3K14ac, H3K9me2–3, H4K8ac, H4K16ac, H4K20me1, H2BK5ac, and H2AK119ub), histone variants (H3.3, H2A.Z, and γH2AX), chromatin architectural factors (cohesin complex), and actively transcribing RNA polymerase II (RNA Pol II; phosphorylated at S2/5) using cleavage under targets and tagmentation (CUT&Tag) under naive steady-state conditions and following the naive-to-EpiLC transition (Figures S1D and S1E). These data were processed and then used in elastic net regression models to determine which chromatin features were most predictive of naive RT and changes thereof during differentiation (Figure 2A; also see STAR Methods). Adjacent 50 kb genomic bins were grouped into segments of similar naive RT or delta (difference of EpiLC and naive state) RT (ΔRT) using circular binary segmentation^30^ (Figures S2A and S2B; also see STAR Methods). The resulting segments for naive RT and ΔRT had comparable median sizes of ~1 Mb, with 1,894 naive RT segments and 1,077 ΔRT segments in total (Figures S2C and S2D). For each chromatin feature, we identified peaks using sparse enrichment analysis for CUT&RUN (SEACR) and summed the background-adjusted peak signals within each RT segment (see STAR Methods). For ΔRT segments, we computed the difference in summed signals between the EpiLC and naive steady states for each segment. Consequently, we derived a matrix comprising either the combined chromatin feature peak signals in naive steady states or their signal differences during the transition for each RT segment across all 21 chromatin features. This dataset was subsequently assessed for its predictive capacity of steady-state naive RT and ΔRT during differentiation using elastic net regression. Elastic net regression, a regularized machine learning model, shrinks the weights of parameters that offer redundant or no information to the model fit, facilitating the selection of uniquely predictive chromatin features. The resulting models showed that chromatin features were collectively highly effective at predicting both steady-state naive RT and ΔRT during differentiation, as evidenced by strong correlations of predicted versus observed RT (Figures 2B and 2C).

To gain deeper insights into which specific chromatin features might be most influential on steady-state RT and RT changes, we examined the parameter weights of the individual features in the constructed regression models (Figures 2D and 2E). In the case of naive RT, our analysis revealed strong positive parameter weights for phosphorylated RNA Pol II, H3K4me1, and H3.3, along with strong negative weights for H3K9me2/3 and H3K27me3. For ΔRT during differentiation, changes in H3K4me1, H3.3, and H3K27ac showed strong positive parameter weights, with only H3K27me3 showing a moderate negative parameter weight. The strong associations of H3K4me1, H3.3, H3K27ac, and RT were also readily apparent through visual examination of representative genome tracks (Figures 2F–2H).

To further validate the results of the elastic net regression model, we conducted linear regression for individual chromatin features and each pairwise combination. Correlation plots of genome-wide 50 kb bins showed the strong association of H3K4me1, H3.3, and phosphorylated RNA Pol II signal intensity with early or, in the case of differentiation, earlier RT (Figures S3A and S3B). Consistent with the elastic net regression models, linear regression analysis identified H3.3 and H3K4me1 as showing the strongest associations with both naive RT and changes in RT (see R^2^ values in Figures S3A and S3B). Specifically, H3.3 explained 56% and 32% of the variance in naive RT and RT changes, respectively, while H3K4me1 explained 55% and 27%, respectively (Figures S3A and S3B). Furthermore, pairwise linear regression analysis of all marks demonstrated that the combination of H3.3 and H3K4me1 outperforms their individual predictive strength, validating that each mark provides separate information (Figures S3C and S3D). Similarly, both marks provide independent information from phosphorylated RNA Pol II. In sum, these results provide quantitative evidence for H3K4me1 and H3.3 as the strongest predictors of early/earlier RT in the steady state and during the naive-to-EpiLC transition. In contrast, while the repressive marks H3K9me2/3 and H3K27me3 are predictive of late RT in naive ESCs, only H3K27me3 is moderately predictive of a shift to later RT during the transition.

### KMT2C/D activity is required for genome-wide RT changes during ESC differentiation

H3K4me1 was among the best overall predictors of early steady-state naive RT and earlier RT changes during differentiation, yet a causal role for this histone modification or the responsible enzymes in the regulation of RT remains unexplored. H3K4me1 is commonly thought of as a marker of either primed or active enhancers that control the expression of their cognate genes.^31^ The KMT2C/D enzymes are responsible for the H3K4 mono- and dimethylation at many of these enhancers,^32,33^ with KMT2D being the predominantly active isoform in ESCs.^34,35^ Surprisingly, the loss of KMT2C/D has little impact on the establishment of the EpiLC transcriptional program and protein marker expression during ESC differentiation.^35^ Furthermore, the point mutation of the catalytic site of these enzymes resulting in the loss of their H3K4 methyltransferase activity has little to no impact on the transcriptional state in the naive steady state^36^ or on transcriptomic changes during ESC differentiation.^35^ Hence, it remains unclear how these enzymes and their activity causally impact chromatin. We hypothesized that the regulation of RT may be one such role. To address this hypothesis, we performed BioRepli-seq in ESCs lacking KMT2C (KMT2C knockout [KMT2C^KO^]), both KMT2C and KMT2D (KMT2C/D double KO [KMT2C/D^dKO^]), or KMT2C and KMT2D catalytic activities (KMT2C/D^dCD^) under both steady-state naive conditions and following the naive-to-EpiLC transition (Figures 3A and S4A–S4C). Principal-component analysis confirmed the reproducibility of these data across three replicates, with a clear separation between cell state and genotype. KMT2C^KO^ overlapped with the wild type (WT), consistent with a primary role for KMT2D in these cells (Figures S4D and S4E).

Representative genome tracks showed that sites where RT normally shifts earlier during the naive-to-EpiLC transition in WT and KMT2C^KO^ cells failed to do so in KMT2C/D^dKO^ and KMT2C/D^dCD^ (Figure 3B). To expand on this analysis, we compared genome-wide changes in RT across all 50 kb bins between the naive and EpiLC states. Heatmap visualization of bins sorted by their RT change from earlier to later in KMT2C^KO^ showed strongly diminished RT changes in the two double-mutant ESC lines (Figure 3C). This diminishment was also evident in the reduced dynamic ranges of ΔRT in the double-mutant ESCs (Figure 3D). Indeed, while in controls, ~30% of the genomic bins showed significant changes in RT during the transition (FDR < 0.05), KMT2C/D^dKO^ and KMT2C/D^dCD^ were almost devoid of such changes (Figures 3E–3G). This dramatic loss of significant changes could not be explained by the high variability among the mutant versus control replicates, as the principal-component analysis showed strong alignment between the replicates in all states (Figures S4D and S4E). In addition, the reduction in the dynamic range of ΔRT in mutants during the naive-to-EpiLC transition (Figure 3D) was not evident in the naive and EpiLC steady states, arguing against a general reduction in the RT dynamic range upon KMT2C/D inactivation (Figures S4F and S4G). Furthermore, the deficiencies of KMT2C/D^dKO^ and KMT2C/D^dCD^ in ΔRT relative to controls during the naive-to-EpiLC transition were highly correlated (Figure 3H). These data uncover a causal role for the KMT2C/D proteins and their enzymatic activity in mediating dynamic changes in RT during early ESC differentiation.

### KMT2C/D activity is locally coupled to RT but largely uncoupled from transcription

The identification of KMT2C/D as a regulator of RT dynamics led us to investigate the extent to which these changes in RT may be linked to the loss of H3K4me1 and transcriptional dysregulation. To address this, we compared changes in H3K4me1, RT, and RNA levels during the naive-to-EpiLC transition in KMT2C/D^dKO^, KMT2C/D^dCD^, and control ESCs. We separated RT bins into quartiles based on the difference in H3K4me1 changes in controls compared to mutants (ΔΔH3K4me1) during the transition (Figure 3I). Quartile 1 and quartile 4 represented RT bins that show the greatest failure in gaining and losing H3K4me1; they similarly showed a clear impairment to change RT toward earlier and later timing, respectively. In contrast, changes in RNA levels showed little to no association with either H3K4me1 or RT at most RT bins. Consistent with these observations, linear regression analysis across all genomic bins showed that changes in H3K4me1 in KMT2C/D^dKO^ or KMT2C/D^dCD^ were much more predictive of changes in RT than changes in RNA levels (Figure 3J). To evaluate what other chromatin features are associated with KMT2C/D-dependent H3K4me1 peaks, we compared the CUT&Tag signals for all 21 evaluated features at dependent and independent H3K4me1 peaks (Figure S4H). This analysis revealed that dependent peaks were enriched for the highest levels of H3K4me1, H3K27ac, and H3.3 but reduced the levels of the promoter feature H3K4me3 and the repressive modification H3K27me3, consistent with KMT2C/D-dependent H3K4me1 being found primarily at enhancers.

We extended our transcriptional analysis to naive steady-state conditions. Out of 3,701 genomic bins that lose H3K4me1 upon loss of KMT2C/D proteins or their catalytic activity, 6%–7% showed a significant change (FDR < 0.05) in RT in KMT2C/D^dKO^ and KMT2C/D^dCD^ versus control KMT2C^KO^ naive ESCs (Figures S4I–S4O). We then again compared and clustered changes in H3K4me1, RT, and transcription at KMT2C/D-dependent H3K4me1 genomic bins between the mutants and the control, resulting in five distinct clusters. Two clusters showed an association between the loss of H3K4me1 and a shift to more consistently later RT (Figure S4P, see clusters 2 and 5). Of these, only the smaller one (cluster 2)—representing ~2.5-fold fewer genomic bins (309 versus 782 bins)—showed an association with changes in RNA levels. Linear regression across all genomic bins showed associations with both but to a larger degree between RT and H3K4me1 than between RT and transcription (Figure S4Q). Collectively, these data reveal that KMT2C/D-dependent H3K4me1 locally coordinates RT dynamics during the naive-to-EpiLC transition, which largely happens independent of transcriptional regulation.

### KMT2C/D-dependent H3K4me1 locally associates with DNA replication origin activity

To gain further mechanistic insights into how KMT2C/D locally regulate DNA replication, we analyzed genomic regions affected by KMT2C/D loss at the RT and H3K4me1 levels. Genome tracks revealed that these regions appeared as smaller, relatively earlier-replicated peaks with mid-S-phase RT within mega-base-scale, late-S-phase-replicating RT domains (Figure 4A). Loss of KMT2C/D or their enzymatic activities resulted in the disappearance of these peaks, transforming them into large, consistently late-replicating domains. Based on this pattern, we hypothesized that KMT2C/D activity might promote the relatively earlier RT associated with these peaks by regulating local replication origin activity.

To test our hypothesis, we first evaluated existing KMT2C/D chromatin immunoprecipitation sequencing (ChIP-seq)^36^ and Okazaki fragment (OK)-seq^37^ datasets derived from naive ESCs. OK-seq maps OKs in a strand-specific manner to identify replication origins based on Watson-Crick strand bias asymmetry. Metagene analysis showed that KMT2C/D binding and Okazaki strand bias asymmetry were colocalized within KMT2C/D-dependent RT peaks. These data show the presence of replication origins at or near KMT2C/D binding sites (Figure 4B). Consistent with the OK-seq data, another method of identifying replication origins, nucleoside analog incorporation locus (NAIL)-seq,^17^ also showed colocalization with KMTC/D signals (Figure 4B). Extension to other marks using elastic regression showed that of the 21 chromatin features evaluated, H3K4me1 was the most predictive of replication origin sites (Figure S5A). These analyses show that KMT2C/D and its enzymatic product H3K4me1 locally associate with and are predictive of replication origins within regions of KMT2C/D-dependent RT in steady-state naive ESCs.

Next, we performed our own OK-seq to evaluate the genome-wide association between changes in H3K4me1 and changes in origin firing at the H3K4me1 sites during the naive-to-EpiLC transition. Prior work in immortalized RPE-1 cells has shown an enrichment for origin firing at transcriptional start sites (TSSs), which correlates with gene activity.^38^ Therefore, we performed metagene analysis on two biological OK-seq replicates at TSSs separated into quartiles based upon the expression levels of the cognate genes in both the naive cells and EpiLCs (Figure S5B). 

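OK-seq was done in naive ESCs and in EpiLCs, the latter after 63 h of differentiation. Okazaki fragments were labelled with EdU, a thymidine analog, in a pulse of 2 min, and their reads were assigned to the Watson or the Crick strand of the mouse genome mm10. The authors deposited one track per condition, in which the 2 biological replicates are summed. Each track gives Watson and Crick read density, in reads per bp, in bins of 1 kb. Every value was a whole multiple of 0.001, the value of 1 read in a bin, and was multiplied by 1000 to recover whole reads. The control was the KMT2C KO line, with 4409068 reads in the naive state and 11407678 reads in EpiLCs. On average this gave 40.4 reads per 25 kb in the naive control and 105 in the EpiLC control. Since the replicates cannot be separated in these tracks, there is no error between replicates, and each comparison is between libraries rather than conditions. Strand bias was defined as the Crick percentage of the reads in the 25 kb to the right of a site minus that in the 25 kb to its left, so a site where forks start has a positive value. It was averaged over sites with at least 10 reads on each side in each library compared. The 95% intervals are from 2000 bootstrap resamples of whole chromosomes and describe the spread along the genome only. TSSs were those of the 21755 protein-coding genes of GENCODE M21 on the autosomes and chromosome X. Gene expression, H3K4me1 and RT were not used here, so the quartiles and octiles of the paper were not rebuilt.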

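In all 6 libraries the Crick share of a 1 kb bin, relative to its neighbours, rose with the T minus A content of the bin. The slope was 1.69 in the naive control and 1.16 in the EpiLC control, in units of Crick share per unit of T minus A content. Values are therefore also given with this part taken off, using the slope of each library, an alternative chosen after the data were seen. The slope came from differences between neighbouring bins. Whether the step also takes off real fork polarity over longer distances was not tested.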

The resulting plots showed a strong correlation between origin firing efficiency (as defined by strand bias asymmetry) and transcriptional activity, with most efficiently firing origins at highly transcribed TSSs. These data support prior work uncovering origins at TSSs, which correlate with gene expression^38–40^ but now in a developmental context. They also validate the quality of our OK-seq libraries.

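Over the 20463 TSSs with enough reads in all 6 libraries, mean strand bias in the control was 6.44 (6.04 to 6.85) percentage points in naive ESCs and 4.33 (4.09 to 4.58) percentage points in EpiLCs. In the naive control 46.7% of the reads to the left of TSSs and 53.5% of those to the right were Crick reads. In EpiLCs these shares were 47.9% and 52.4%. The EpiLC control was lower than the naive control by a difference of -2.11 (-2.32 to -1.92) percentage points. This need not be specific to TSSs, as fork polarity was lower over the whole EpiLC control library. The SD of the Crick percentage over 50 kb bins, with counting noise removed, was 9.72 percentage points there and 12.6 in the naive control. Once the part that follows T minus A content was taken off, strand bias was 2.85 (2.63 to 3.07) in the naive and 1.96 (1.84 to 2.08) percentage points in the EpiLC control. Expression quartiles were not formed. When TSSs were ordered by the number of CpG dinucleotides within 500 bases instead, strand bias in the naive control was 1.88 (1.46 to 2.31) in the lowest quartile and 10.3 (9.81 to 10.8) percentage points in the highest. In the EpiLC control it was 1.42 (1.11 to 1.75) and 6.79 (6.47 to 7.10) percentage points. After the same step, the lowest and highest quartiles had 0.533 (0.208 to 0.839) and 4.33 (4.01 to 4.68) percentage points in the naive control.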

To next evaluate a potential association of origin activity and KMT2C/D activity, we first stratified all H3K4me1 peaks into quartiles based on the change in H3K4me1 read counts during differentiation between mutants and controls (ΔH3K4me1 control — ΔH3K4me1 mutants). Quartile 1 represents peaks that exhibited the greatest loss in KMT2C/D-dependent H3K4me1 during differentiation, whereas quartile 4 represents peaks that showed the greatest gain in signal (Figure 4C). Metagene analysis of the OK-seq centered on these peaks showed a striking association between the H3K4me1 signal and OK-seq strand bias asymmetry (Figure 4D). That is, sites that lose H3K4me1 during differentiation also show a reduction in OK strand bias (quartile 1), whereas sites that gain H3K4me1 during differentiation associated with increased strand bias (quartile 4). This association was confirmed through analysis of published OK-seq, NAIL-seq, and small nascent strand (SNS)-seq^41^ data (Figures S5C–S5E). Together, these data reveal a genome-wide association between KMT2C/D-dependent H3K4me1 and local origin firing efficiency.

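The H3K4me1 peaks behind the quartiles were not used here. Sites that gained or lost strand bias between the naive and EpiLC control were selected from the OK-seq itself, in a random 0.5 of the reads of each control library, and were measured in the remaining reads. A gained zone had a strand bias of at least 10 percentage points in EpiLCs and under 5 in naive ESCs, and a lost zone the reverse. At 16447 gained zones, strand bias in the control was higher in EpiLCs than in naive ESCs by 0.238 percentage points (95% interval 0.0398 to 0.427). The levels in the remaining reads were 2.10 in EpiLCs and 1.87 in naive ESCs. Most of the 10 points required in EpiLCs for selection was thus not kept, and few of these zones need be true gains. At 22714 lost zones, the EpiLC control minus the naive control was -1.58 percentage points (95% interval -1.80 to -1.35). The lower fork polarity of the whole EpiLC control library was not allowed for in these differences. The gain moved most when zones were selected and measured in the same reads of the 3 genotypes, to 12.9 percentage points. In simulated libraries with no difference between the states, the same selection gave 0.232 (-0.0140 to 0.477) percentage points at gained zones and -0.200 (-0.391 to -0.00963) at lost zones. With a T minus A preference planted in these libraries and left in, it gave -0.630 (-0.865 to -0.419) and -0.614 (-0.810 to -0.404). Taking off the T minus A part gave a difference of 0.648 percentage points (95% interval 0.398 to 0.896) at gained zones and -1.13 percentage points (95% interval -1.33 to -0.922) at lost zones. Simulated unchanged libraries that carried a T minus A preference gave 0.164 (-0.0755 to 0.411) and 0.0502 (-0.170 to 0.265) after the same step. With windows of 50 kb on each side, the gained zones had a difference of 0.499 percentage points (95% interval 0.0251 to 0.888). With no bins left out, the interval at gained zones included 0. At gained zones selected in KMT2C/D dKO the EpiLC control minus the naive control was -1.46 percentage points. It was also negative at those selected in KMT2C/D dCD.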

### KMT2C/D-dependent H3K4me1 promotes DNA replication origin firing

Given the striking association between KMT2C/D-dependent H3K4me1 and replication origin efficiency, we next asked how the loss of KMT2C/D activity impacts origin firing. To do so, we performed OK-seq in KMT2C/D^dKO^ and KMT2C/D^dCD^ cells in both the naive ESCs and EpiLCs. 

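Kmt2c (ENSMUSG00000038056, chromosome 5, 25271798 to 25498783, minus strand) was covered by 496 OK-seq reads in the naive control, 450 in naive KMT2C/D dKO and 426 in naive KMT2C/D dCD cells. Relative to the 200 kb on either side, this was a read density of 1.09, 1.25 and 1.15 times the flanks. Kmt2d (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204, minus strand) had 110, 132 and 96 reads in the same libraries. In EpiLCs, reads over Kmt2d numbered 305 in the control, 291 in KMT2C/D dKO and 311 in KMT2C/D dCD cells. Over Kmt2c they numbered 1314, 1437 and 1562. No loss of a whole gene is visible in these bins, which do not resolve the deletion of single exons or a point mutation. The labels of the libraries can thus not be checked from these genes. The KMT2C/D dKO libraries held 3937871 reads in naive ESCs and 12962445 in EpiLCs, and the KMT2C/D dCD libraries 3655095 and 13601460. According to the methods, the KMT2C/D dCD cells and the KMT2C KO/KMT2D cKO cells are separate ESC lines of different strain background. Each KMT2C/D dCD minus control value therefore also compares cell lines. The amplitude of fork polarity, the SD of the Crick percentage over 50 kb bins with counting noise removed, differed between libraries. In naive ESCs it was 12.6 percentage points in the control, 13.2 in KMT2C/D dKO and 16.5 in KMT2C/D dCD cells. In EpiLCs it was 9.72, 10.6 and 12.2 percentage points. Without the T minus A part the naive values were 8.90, 9.72 and 12.5, and over 500 kb bins with all reads as counted they were 8.03, 8.94 and 11.6. In the KMT2C/D dCD line, chromosome 2 from 163000001 to its end took 1.35 times its share of reads in the control in naive ESCs and 1.39 times in EpiLCs.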

Again, the quality of the libraries was confirmed by evaluating TSSs stratified into quartiles by gene expression (Figure S5B). As expected TSSs of the highest transcribed genes showed the greatest strand bias asymmetry, as seen in controls. Importantly, these asymmetries seen in the KMT2C/D^dKO^ and KMT2C/D^dCD^ mutants were indistinguishable from controls, showing that KMT2C/D activity does not regulate origin firing at TSSs (data not shown).

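At the 20463 TSSs, mean strand bias in naive ESCs was 6.30 (5.90 to 6.71) percentage points in KMT2C/D dKO and 6.94 (6.55 to 7.36) in KMT2C/D dCD cells. The difference from the control was -0.145 percentage points (95% interval -0.356 to 0.106) for KMT2C/D dKO and 0.493 percentage points (95% interval 0.265 to 0.718) for KMT2C/D dCD. By quartile of CpG content around the TSS, from lowest to highest, naive KMT2C/D dKO minus control was 0.0483 (-0.458 to 0.623), 0.348 (0.0152 to 0.718), -0.263 (-0.581 to 0.0991) and -0.715 (-1.002 to -0.379) percentage points, and the highest minus the lowest quartile was -0.763 (-1.32 to -0.285). For naive KMT2C/D dCD the quartiles gave -0.0768 (-0.495 to 0.324), 0.899 (0.592 to 1.23), 0.787 (0.351 to 1.27) and 0.338 (-0.0480 to 0.666). After division by the amplitude, the KMT2C/D dCD quartiles gave -0.499, -0.470, -1.39 and -2.16, each with an interval below 0. In EpiLCs the difference over all TSSs was 0.319 percentage points (95% interval 0.212 to 0.422) for KMT2C/D dKO and 0.677 percentage points (95% interval 0.555 to 0.826) for KMT2C/D dCD. For naive KMT2C/D dCD and both EpiLC mutants the intervals lay above 0, with differences under 1 percentage point between single pooled libraries. Division by the amplitude of each library, relative to the control of the same state, moved these values most, apart from EpiLC KMT2C/D dKO, which moved most when the T minus A part was also taken off (-0.120). Division alone gave -0.452 (-0.661 to -0.214) and -1.13 (-1.36 to -0.922) percentage points in naive KMT2C/D dKO and KMT2C/D dCD cells, and -0.0775 (-0.169 to 0.0159) and -0.357 (-0.464 to -0.237) in EpiLCs. Taking off the T minus A part alone gave -0.0395 (-0.240 to 0.204) and 0.335 (0.123 to 0.548) percentage points in naive ESCs and -0.0132 (-0.118 to 0.0889) and 0.282 (0.163 to 0.429) in EpiLCs, for KMT2C/D dKO and KMT2C/D dCD respectively. Under this alternative the intervals of the KMT2C/D dKO values over all TSSs included 0, while the highest CpG quartile in naive KMT2C/D dKO kept -0.410 (-0.698 to -0.0730). With all libraries thinned to the smallest one, EpiLC KMT2C/D dKO minus control was 0.0421 (-0.180 to 0.241).

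**Figure D1:**
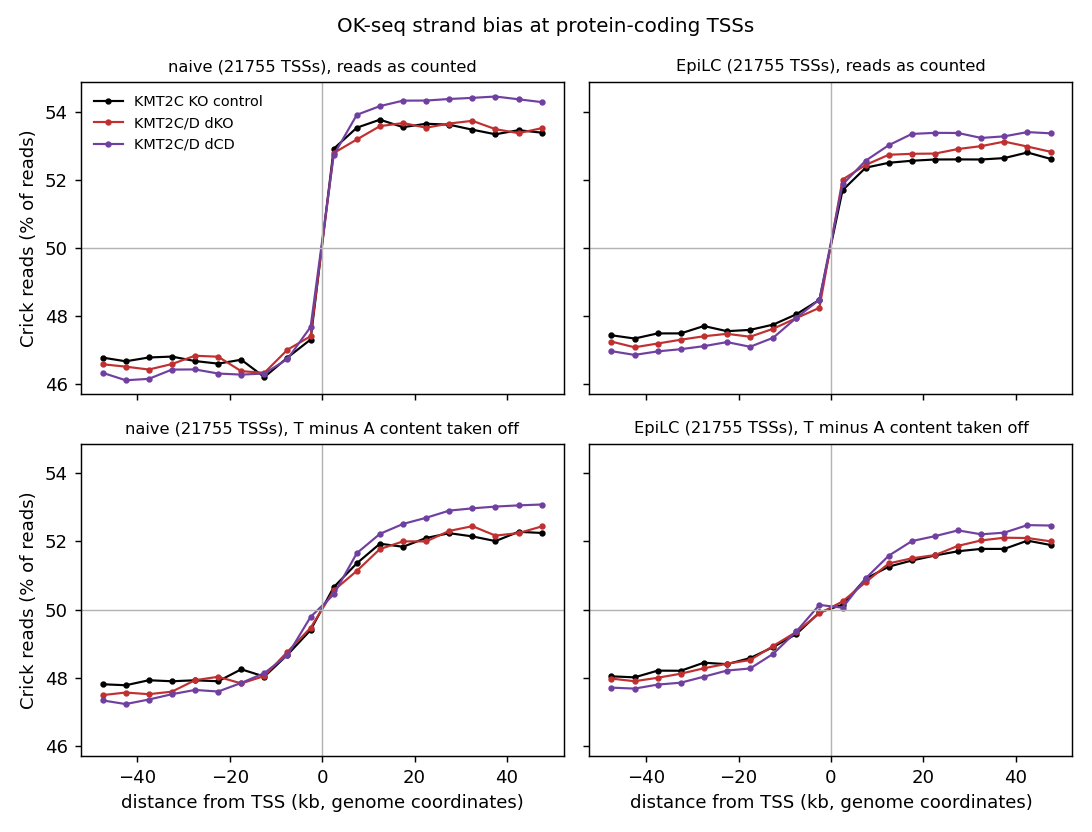
Percentage of Crick reads in steps of 5 kb around 21755 protein-coding TSSs, including those without enough reads for the means, in control (black), KMT2C/D dKO (red) and KMT2C/D dCD (purple) libraries of naive ESCs (left) and EpiLCs (right). The upper panels show the reads as counted and the lower panels the reads with the part that follows T minus A content taken off, where the step at the TSS is smaller in each library.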

Next, to investigate whether origins at KMT2C/D-dependent H3K4me1 peaks are affected, we first stratified these peaks into quartiles based on the degree of H3K4me1 loss in mutants compared to controls for the naive state. Analysis of OK-seq data at these KMT2C/D-dependent peaks in naive cells showed that peaks with the greatest loss in H3K4me1 (quartile 1) exhibited the largest strand bias in control cells (Figure 5A, black lines). Both the loss of KMT2C/D and their enzymatic activities significantly reduced the strand bias, with the greatest impact in quartile 1, uncovering a causal relationship between KMTC/D methyltransferase activity and origin firing efficiency at the KMT2C/D-dependent H3K4me1 sites in naive ESCs.

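The H3K4me1 peaks were not used here, and initiation zones were called from the OK-seq as local maxima of strand bias of at least 10 percentage points in the mean of the 3 genotypes. In naive ESCs this gave 29759 zones, and 23411 when strands were drawn at random. Over all naive zones KMT2C/D dKO minus control was 0.257 percentage points (95% interval 0.0665 to 0.450). KMT2C/D dCD minus control was 1.59 percentage points (95% interval 1.33 to 1.86). At the 20132 zones more than 25 kb from a TSS, the differences were 0.287 (0.0659 to 0.520) and 1.42 (1.14 to 1.704) percentage points. At the 6436 zones within 10 kb of a TSS they were -0.0385 (-0.382 to 0.360) and 1.90 (1.41 to 2.43). The distal minus the proximal difference was 0.326 (-0.0496 to 0.648) for KMT2C/D dKO and -0.477 (-0.911 to -0.0460) for KMT2C/D dCD. In simulated libraries where KMT2C/D dCD and control had the same strand bias, this calling gave a difference of 2.46 (2.19 to 2.77) percentage points. Calling zones in one library only moved the values most, from -16.9 for KMT2C/D dKO at zones called in the control to 17.4 at zones called in KMT2C/D dKO. When zones were called in a random 0.5 of the reads and measured in the rest, KMT2C/D dKO minus control was -0.492 percentage points (95% interval -0.713 to -0.270) and KMT2C/D dCD minus control was 0.0674 percentage points (95% interval -0.116 to 0.257). At TSS-distal zones these were -0.353 (-0.637 to -0.0465) and -0.237 (-0.493 to 0.00477), and at TSS-proximal zones -1.16 (-1.57 to -0.733) and 0.725 (0.196 to 1.26). With the reads for calling and measuring exchanged, TSS-proximal zones had 12.7 percentage points in KMT2C/D dKO and 13.1 in the control. The interval of that difference included 0. After the T minus A part was also taken off, the differences over all zones were -0.369 (-0.618 to -0.100) and 0.0325 (-0.148 to 0.232), and at TSS-distal zones -0.309 (-0.653 to 0.0624) and -0.300 (-0.506 to -0.0793) percentage points. In simulated unchanged libraries the last step gave 0.0197 (-0.210 to 0.244) for KMT2C/D dCD. A decrease in naive KMT2C/D dKO cells over all zones was thus measured under each calling that kept selection and measurement in separate reads. The simulations of zone calling all planted a loss in KMT2C/D dKO, so this decrease was not compared with unchanged KMT2C/D dKO libraries. A planted difference of -5.49 came back as -0.954 over naive zones called in separate reads, so such values understate a loss at the planted zones. For KMT2C/D dCD the direction over all zones was not settled. From the reduced strand bias in both mutants at KMT2C/D-dependent H3K4me1 peaks in Fig. 5A, the paper concludes that methyltransferase activity causally affects origin firing efficiency at these sites.

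**Figure D2:**
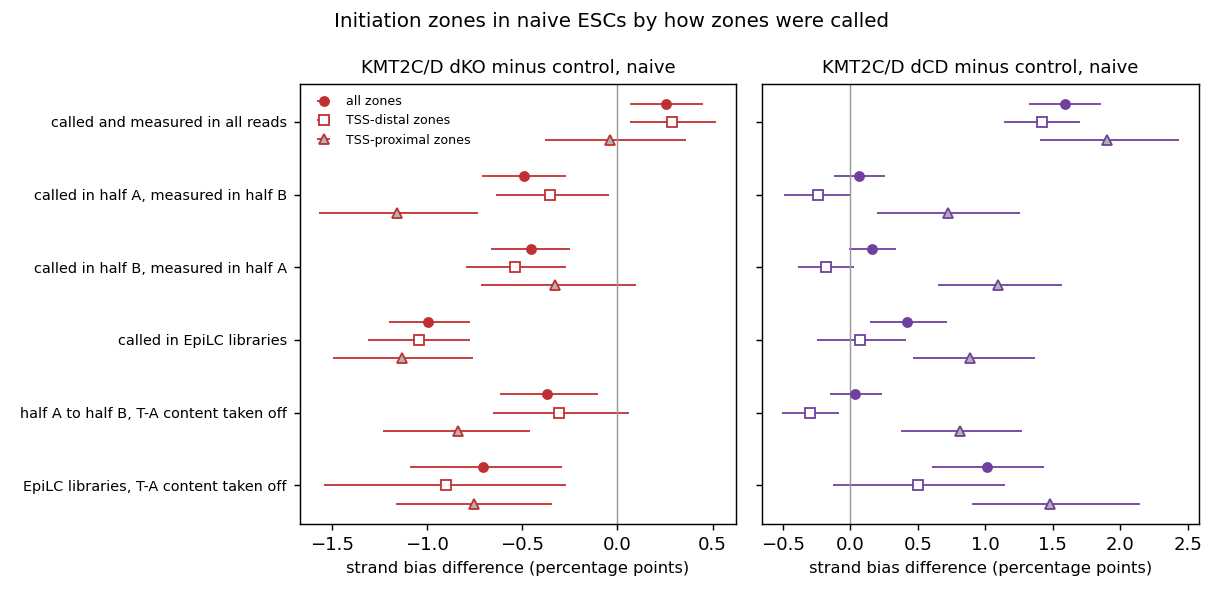
Mutant minus control strand bias (percentage points, horizontal axis) in naive ESCs for KMT2C/D dKO (left) and KMT2C/D dCD (right), by how zones were called (rows). Symbols are means over all, TSS-distal and TSS-proximal zones, and bars are 95% intervals from resampled chromosomes. KMT2C/D dKO lies above 0 over all zones only in the top row.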

Next, we evaluated peaks that typically gain H3K4me1 in control samples during differentiation. Peaks exhibiting at least a 2-fold increase in H3K4me1 were stratified into octiles, ranging from the lowest to the highest H3K4me1 increase. Analysis of OK-seq data centered on these peaks in each octile revealed a clear gain in strand bias between the naive and EpiLC states (Figures 5B and S5F). However, only the top octile (octile 8), which represents the greatest increase in H3K4me1 from naive to EpiLC states, showed a significant reduction in strand bias in the OK-seq data in KMT2C/D^dKO^ cells versus controls. 

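At the gained zones selected in a random 0.5 of the EpiLC and naive control reads, strand bias in EpiLCs was lower in KMT2C/D dKO than in the remaining control reads, with a difference of -0.266 percentage points (95% interval -0.426 to -0.113). For KMT2C/D dCD the difference was -0.390 percentage points (95% interval -0.523 to -0.254). The control itself kept only 2.10 percentage points at these zones, against 1.84 in KMT2C/D dKO and 1.71 in KMT2C/D dCD. Both values moved most with zones selected in a random 0.5 of the reads of the mutant itself, where the remaining reads of the mutant were higher than the control, by 0.636 (0.456 to 0.842) percentage points for KMT2C/D dKO and 0.787 (0.640 to 0.932) for KMT2C/D dCD. Zones selected in the other mutant also gave a change of sign, to 0.289 (0.116 to 0.498) for KMT2C/D dKO and 0.279 (0.101 to 0.450) for KMT2C/D dCD. With zones selected and measured in the mean of the genotypes, KMT2C/D dCD minus control was -1.27 (-1.57 to -0.885). At zones selected in the control or in the mutant compared with it, the library used for selection was the higher one, and the decrease at zones selected in the control does not by itself separate the mutants from the control. Without the T minus A part, the differences at zones selected in the control were -0.340 (-0.535 to -0.154) and -0.419 (-0.578 to -0.252) percentage points. Over the 19348 initiation zones called in EpiLCs, KMT2C/D dKO minus control was 0.444 percentage points (95% interval 0.251 to 0.619) and KMT2C/D dCD minus control was 0.217 percentage points (95% interval 0.00465 to 0.408). TSS-distal EpiLC zones gave 0.321 (0.0990 to 0.508) and -0.391 (-0.634 to -0.164), and TSS-proximal ones 0.729 (0.403 to 1.05) and 1.27 (1.06 to 1.497) percentage points. In simulated unchanged EpiLC libraries, calling on all reads gave -0.493 (-0.702 to -0.228) for KMT2C/D dCD over all zones. At TSS-distal zones called and measured in separate reads, the differences were 0.867 and 0.660, so the KMT2C/D dCD decrease was not kept. When EpiLC zones were called and measured in separate reads, the differences over all zones were 0.905 (0.713 to 1.07) and 1.01 (0.822 to 1.21). Taking off the T minus A part as well reduced them to 0.196 (-0.0166 to 0.423) and 0.558 (0.339 to 0.771). After division by the amplitude, the differences over the zones called on all reads were -0.921 (-1.10 to -0.756) and -3.04 (-3.29 to -2.84) percentage points, and over those called and measured in separate reads 0.155 (-0.0344 to 0.321) and -0.825 (-1.02 to -0.631).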

KMT2C/D^dCD^ exhibited a trend toward reduction, but it was not statistically significant. The smaller effect observed in the transition data is likely due to unavoidable heterogeneity in differentiation rates among cells in the culture dish.

To address the relationships between H3K4me1, RT, and origin firing, we stratified KMT2C/D-dependent H3K4me1 peaks into quartiles based on the change in RT, considering only bins containing those peaks, in KMT2C/D mutant compared to control cells. First, we focused on naive cells (Figure 5C). Quartile 1 represents the greatest delay, while quartile 4 represents the least delay in RT in mutants compared to controls. Origin firing at the KMT2C/D sites was strongly associated with the impact of the mutants on RT (Figure 5C, black lines). That is, sites in the most-impacted RT bins (quartile 1) showed the greatest strand bias asymmetry, while those in the less-impacted bins (quartiles 3 and 4) showed little asymmetry. Furthermore, the KMT2C/D^dKO^ and KMT2C/D^dCD^ cells showed a highly significant reduction in origin firing, as seen by reduced asymmetry, in the most highly impacted RT bins (quartiles 1 and 2, red and purple lines). Thus, a loss in KMT2C/D activity in naive ESCs leads to a simultaneous reduction in origin firing and a delay in RT, specifically at regions with KMT2C/D-dependent H3K4me1.

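The region of chromosome 8 shown in Fig. 4A held 126 initiation zones called in naive ESCs, from 95206000 to 105224000 (mm10). Their mean strand bias was 19.1 percentage points in the control (counting SE 1.03), 17.8 in KMT2C/D dKO (SE 1.12) and 19.4 in KMT2C/D dCD cells (SE 1.14). KMT2C/D dKO minus control was -1.31 (-4.30 to 1.67) and KMT2C/D dCD minus control 0.260 (-2.76 to 3.28) percentage points, with intervals from counting error alone. KMT2C/D dKO was below the control at 69 of the zones and KMT2C/D dCD at 63. At the 70 zones of the region called in the EpiLC libraries and measured in naive ESCs, the differences were 0.684 (-3.38 to 4.75) and 1.65 (-2.47 to 5.78). At the naive zones they were, after the T minus A part was taken off, -0.627 (-3.61 to 2.36) and 0.367 (-2.65 to 3.39). No difference between mutants and control was detectable in the mean over these zones at this depth. Genome-wide, the calling of naive zones on all reads gave 29759 zones, and 23411 with strands drawn at random. Many of the 126 zones may therefore be noise. The RT of the region was not analysed here, so its KMT2C/D-dependent RT peaks were not singled out and these means do not speak to them.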

Next, we assessed how the disruption of RT in bins harboring KMT2C/D-dependently gained H3K4me1 peaks during the naive-to-EpiLC transition impacted origin firing. Peaks were stratified into quartiles based on the directionality and degree of their RT change during the transition. Quartile 1 represents sites that show the greatest delay in RT, while quartile 4 represents the greatest advancement in RT during the naive-to-EpiLC transition. Notably, bins with most advanced RT (quartile 4) during the transition showed a gain in strand bias asymmetry (Figure 5D, black lines), indicating an association between earlier RT and increased origin firing. This increase in origin firing was significantly diminished in the KMT2C/D mutants (red and purple lines). Together, these data show that KMT2C/D activity is simultaneously promoting origin firing and earlier RT, which is most evident at sites that display the greatest defects in H3K4me1 and RT in mutant cells. These results uncover a functional role of H3K4 monomethylation, catalyzed by KMT2C/D, in promoting origin firing, which in turn is likely responsible for the advancement of RT during the S phase at the same sites, both in the steady state and during differentiation.

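In the region of Fig. 3B, on chromosome 6 (mm10), 7 initiation zones were called in EpiLCs, at 98473000, 98532000, 98790000, 98896000, 99224000, 99302000 and 99691000. The zone at 99224000 lies inside Foxp1. It had the highest strand bias in the EpiLC control of these zones and was chosen after its values were seen. Its strand bias in EpiLCs was 21.4 percentage points in the control (95% interval 9.94 to 32.0, from Wilson intervals of 137 and 157 reads), 5.40 (-4.90 to 15.5) in KMT2C/D dKO and 9.03 (-1.04 to 18.9) in KMT2C/D dCD cells. In the naive control the same position had 14.5 percentage points (-3.93 to 31.0). Over the 7 zones, whose strand bias in the EpiLC control ranged from 5.92 to 21.4, KMT2C/D dKO minus control was 1.59 (-4.45 to 7.64) and KMT2C/D dCD minus control -0.654 (-6.57 to 5.26) percentage points. KMT2C/D dKO was below the control at 3 of the 7 zones and KMT2C/D dCD at 4. The mean differences were within counting error. After the T minus A part was taken off they were 1.34 (-4.71 to 7.39) and -1.34 (-7.25 to 4.58). At the 15 zones of the region called in the naive libraries, the EpiLC differences were 4.88 (0.777 to 8.99) and 3.11 (-0.908 to 7.13), the first of them above 0. Gains of H3K4me1 and changes of RT in the region were not analysed here.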

## DISCUSSION

Our results present a previously unknown role for KMT2C/D histone monomethyltransferases in locally coordinating H3K4me1 deposition with replication origin firing and RT. In the absence of KMT2C/D proteins or their enzymatic activities, genomic regions that normally exhibit dynamic H3K4me1 during the pluripotency cell state transition show a coordinated loss of H3K4me1 and a corresponding local impairment in RT dynamics. These regions of dynamic H3K4me1 positively correlated with local origin firing, which is impaired upon the loss of KMT2C/D or their enzymatic activities. Therefore, these findings uncover functions for KMT2C/D and H3K4me1 that are beyond their canonical roles in transcriptional regulation and almost certainly underlie, in part, developmental defects and disease phenotypes associated with loss-of-function mutations in these genes.

Our machine learning approach builds on previous correlative analyses that have associated active chromatin features with early RT and inactive chromatin features with late RT.^2,3,14,17,42,43^ It does so by unbiasedly addressing how much independent information each chromatin feature, under identical cellular conditions, provides toward the prediction of RT. Additionally, we apply this approach to a developmentally relevant cell state transition to determine the extent to which changes in chromatin features can predict changes in RT. Previously, predictive modeling across three fly cell lines identified H3K4me2, among other chromatin features, as a top predictor of replication origin locations, suggesting potential broad conservation of the mechanism.^44^ Another one of our hits, H3.3, was recently demonstrated to play a crucial role in the timing of early replication domains under the steady state in the cell line HEK293.^45^

KMT2C/D are part of a larger family of KMT2/MLL proteins that are canonically thought to be directly involved in transcriptional regulation through deposition of active chromatin marks H3K4me3 at promoters by KMT2A/B and H3K4me1 at enhancers by KMT2C/D.^31,46^ While the proteins and their homologs are essential for embryogenesis and cell growth across multiple species,^47–52^ the developmental requirement of their enzymatic activity seems to be more species specific. In flies, the loss of H3K4 monomethyltransferase activity by mutation of the enzymatic domain of Trr is compatible with development and results in minimal gene expression changes.^53^ However, mutant mice expressing enzymatically inactive KMT2C/D die during early development at embryonic day 6.5.^50^ While these lethal phenotypes were linked to changes in transcription, our data indicate that these changes might be a result of defects in replication initiation and RT. In particular, defects in RT are associated with DNA damage,^54^ which could be a key driver of early embryonic lethality^50,55^ and preceding cellular defects^56^ upon *Kmt2c/d* disruption.

We see little evidence for a correlation between KMT2C/D-driven changes in RT and gene expression changes. Similar to prior findings,^35^ we do not see a correlation between H3K4me1 loss and local transcriptional changes upon inactivation of KMT2C/D. Enhancers can act at a distance, and therefore, we may be occasionally correlating them with the wrong target gene. However, Perturb-seq studies show that most enhancers act locally, targeting the nearest TSS,^57,58^ and thus should be reflected in our genome-wide analyses. In either case, we find the effect of KMT2C/D-dependent H3K4 monomethylation on origin firing and RT to be local. Furthermore, while we confirm the presence of origins at TSSs whose efficiency correlates with transcription,^38^ these origins are not impacted by the loss of KMT2C/D or their methyltransferase activity. This suggests that there are different types of origins with distinct mechanisms of control and likely varying impacts on RT. For instance, RIF1, one of the few known regulators of RT, affects RT domains globally.^59–62^ In contrast, KMT2C/D-dependent activation of local replication origins results in earlier RT within specific subdomains but not across entire domains. This localized effect is likely due to compensation by other KMT2C/D-independent origins. Additionally, we cannot exclude the possibility that the relatively earlier RT associated with KMT2C/D-dependent origins represents stochastic local RT rather than consistently earlier regional RT. Single-cell origin firing and RT approaches are needed to delineate the relationship between local origin firing and RT genome wide. Moreover, although RIF1 impacts RT globally, it preferentially binds within late-replicating chromatin. Its global effect on RT is proposed to result from the derepression of late-replicating origins, leading to competition for replication initiation factors with early-replicating origins, thereby delaying their replication.^62^ Overall, these results highlight a complex interplay between regulators of origin activation and the availability of initiation factors in establishing cell-type-specific RT, which needs to be further investigated. Additionally, it will be important to explore the developmental progression of subdomains that display RT changes beyond ESC differentiation and whether they may act as a seed for domain-wide RT changes in downstream lineages.

Similar to our study, others have shown a genome-wide association between H3K4me1 and origin firing in steady-state immortalized mouse and human cell lines.^17,40,63^ However, in our study, we expand on this knowledge by evaluating how this association correlates with changes in origin firing during cellular differentiation and, importantly, by using KMT2C/D mutants, showing that the two can be causally linked. Whether the impact of KMT2C/D-dependent H3K4me1 on replication origin firing is a result of the direct recruitment of replication machinery or an indirect result of rendering the local chromatin environment more permissive to recruitment of such machinery remains to be determined. H3K4me1-associated proteomes^64^ and fork proteomes^65^ derived from different mammalian cell types show significant overlaps, suggestive of a potential role in recruitment. Further evidence is needed to distinguish between a direct and indirect permissive role for KMT2C/D in promoting origin firing.

Spatial genome organization is known to closely relate to genome-wide RT at various levels of resolution.^1^ Microscopy data indicate that simultaneously actively replicating sections of DNA structurally coalesce microscopically as replication foci,^66,67^ whereas chromatin conformation capture genomics techniques identified RT domains to show frequent intramolecular three-dimensional (3D) interactions.^2,11,14,15^ Recent studies have provided functional evidence for a subset of 3D chromatin loops in locally promoting early RT^16^ and defining local initiation zones.^13^ Intriguingly, KMT2C/D-dependent H3K4me1 can facilitate cohesin recruitment.^68^ Therefore, it is possible that KMT2C/D activity promotes replication origin firing by enhancing 3D chromatin interactions (Figure S5G). Temporally, this mechanism is feasible because H3K4me1 is largely retained during mitosis.^69,70^ Consequently, H3K4me1 could act upstream or synergistically with 3D chromatin interactions and RT, which are established after mitosis in early G1. Additionally, structurally related H3K4 methyltransferases have been shown to possess mitotic bookmarking functions,^71^ which could be linked to the role of KMT2C/D in regulating replication origins that we have discovered. A recent study in active B cells under steady-state conditions showed that altering RT by MCM6 knockdown does not lead to major changes to higher-order 3D chromatin interactions.^72^ Additionally, during mouse fertilization and development, defined temporal and spatial patterns of DNA replication can be detected in pronuclei and zygotes^67,73^ preceding 3D chromatin organization into TADs, which are gradually manifested following the first cell division.^74–76^ Furthermore, 3D chromatin organization changes are only weakly correlated with RT changes during the first cell cycle of differentiating human ESCs.^43^ Thus, RT and 3D chromatin interactions can operate independently. More studies are required to understand how the various levels of spatial genome organization causally influence RT and origin firing and how KMT2C/D may be involved.

*KMT2C* and *KMT2D* are both among the 10 most mutated genes in cancer (20% of all cancers).^77^ Our results present KMT2C/D as one of a few known regulators of RT, expanding its functional spectrum beyond transcriptional regulation. Whether changes in RT or origin firing could explain, in part, the close association of mutations of KMT2C/D with cellular transformation will be important to investigate. Together, our results elucidate the local functional relationship of the epigenome with RT that can, at least in the context of KMT2C/D regulation, be uncoupled from transcription and linked to the activation of replication origins. As such, our study offers an important contribution to understanding how chromatin state shapes essential cellular functions.

### Limitations of the study

In addition to the open questions discussed above, there are other limitations to our study. One such limitation is the interpretation of the absence of a signal in our machine learning approach. While predictive modeling is a powerful tool to identify candidate regulators of RT, the lack of predictive strength does not rule out a chromatin feature’s function in RT. For example, while H2A.Z has been implicated in promoting earlier RT in the cancer cell line HeLa, it did not emerge as a strong predictor in our models,^78^ indicating that its impact on RT may be cellular-context dependent or diluted by its association with genomic regions that do and do not change RT. Additionally, limitations in the CUT&Tag technology, including the quality of antibodies, can negatively impact signals for certain features. Furthermore, there are many other chromatin features, some of which almost certainly have important functional roles in RT and origin regulation, that were not evaluated here. Another limitation is the strength and resolution of the RT and OK-seq signal, which can be negatively impacted by several factors, including any heterogeneity in the cell population, especially during a cell fate transition; the resolution of S-phase fractions; the stochastic nature of origin firing; and the potential regional rather than discrete effects of H3K4me1 on origin firing. While we do not believe that these limitations impact our conclusions, their resolution through future studies and technological advancements is certain to provide further insight into the remarkable coordination of RT changes with cell fate transitions.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests regarding resources and reagents should be directed to and will be fulfilled by the lead contact, Robert Blelloch ().

#### Materials availability

All reagents generated in this study are available upon request.

#### Data and code availability

- Raw and processed BioRepli-seq, CUT&Tag, and OK-seq data have been deposited at NCBI GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
- Original code used in this study is publicly available through GitHub as of the date of publication. The link is available in the key resources table.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Cell culture

Mouse embryonic stem (ES) cells were grown at 37°C/5% CO_2_ in KO DMEM with 15% FBS, 1× NEAA, 1× L-Glutamine, 1× Penicillin/Streptomycin in the presence of LIF and 2i (1 μM PD0325901 and 3 μM CHIR99021) on gelatinized cell culture plates. Medium was exchanged daily. KMT2D depletion in KMT2C^KO^/KMT2D^cKO^ ES cells^56^ expressing Cre^ER^ was induced by the addition of 1 μM 4-Hydroxytamoxifen (4HT) as previously described.^35^ Male wildtype ES cells (v6.5) were derived from a C57BL/6 × 129/sv cross background. Male KMT2D^cCD^ ES cells^36^ (R1) were derived from a 129 strain background. KMT2C^KO^/KMT2D^cKO^ ES cells (sex undetermined^56^) were derived from a mixed background of C57BL/6 and 129 strains. Cells were routinely tested negatively for mycoplasm contamination.

#### Naive to epiblast-like cell differentiation

Differentiation from naive to epiblast-like cell (EpiLC) state was performed as previously described^24^ and validated for all KMT2C/D loss-of-function ES cell lines.^35^ Briefly, 5 × 10^5^ V6.5 (WT), KMT2C^KO^, KMT2C/D^dKO^ or KMT2C/D^dCD^ were seeded on gelatinized 6 well plates. The next day, cells were washed with 1× PBS and grown in medium without Lif+2i for approximately 63 h with daily media changes. For naive control timepoint, additional cells were grown in parallel in medium with Lif+2i. Differentiation was validated by coexpression of miR-290 promoter-driven RFP and miR-302 promoter-driven GFP using dual-reporter ES cells (v6.5)^26^ grown in parallel. The miR-290 promoter is known to be expressed in naive ES cells and from E3.5 to E6.5 during mouse development, whereas the miR-302 promoter is inactive in the naive state and becomes active upon ES cell differentiation and in E5.5 epiblasts during development. Cells with coincident expression of GFP and RFP are defined as EpiLCs and have almost identical transcriptomic signatures as post-implantation E5.5 epiblast cells.^25–27^ Furthermore, EpiLC derived from this differentiation follows a similar transcriptomic trajectory as alternative protocols.^27^

### METHOD DETAILS

#### Biotin Repli-seq (BioRepli-seq)

EdU was added to medium at a concentration of 100 μM and cells were grown for 2 h at 37°C/5% CO_2_. Next, cells were washed with cold PBS and trypsinized for 3 min at 37°C followed by quenching with cold medium. Cells were pipetted through 35 μM cell strainers and then spun at 300×g for 3 min. Next, cell pellet was resuspended in 290 μL PBS and 700 μL −20°C cold EtOH was added dropwise while vortexing. Cells were fixed overnight at −20°C. The next day, cells were spun at 300×g for 5min, washed once with 1% FBS in PBS and then resuspended in PI/RNase for DNA staining. After 20 min incubation at RT, cells were placed on ice and 6×10^5^ cells were sorted (BD FACSAria) into early S and late S fractions based on stained DNA content profiles. Next, genomic DNA was extracted using the NucleoSpin Tissue kit according to manufacturer’s instructions and eluted in 100 μL H_2_O. 50 μL of sample was then sonicated for 90 s (Covaris S220) with the following settings: PIP: 175, duty factor: 10, CPB: 200, Temperature: 4°C. Following, sonication, 50 μL of sheared DNA was mixed with 6.5 μL 10xTBS, 0.65 μL biotin azide (1mM stock), 1.3 μL Cu/THPTA (obtained by 1:1 mixing 10 mM CuSO_4_ and 50 mM THPTA) and 6.5 μL Na-Ascorbate (100 mM fresh stock), and then incubated for 1 h at RT. Next, size selection and cleanup were performed using AMPURE beads. First, 0.5 eq of beads were added and incubated for 5 min at RT. After 2 min incubation on magnet tube rack, supernatants were transferred to fresh tubes, mixed with 0.4 eq beads and incubated for another 5 min. Beads were then washed twice after incubation on magnet tube rack using 700 μL freshly prepared 80% EtOH and then transferred to new tubes for storage at −20°C. Approximately, 50 ng of DNA resuspended in 50 μL H_2_0 was then used for streptavidin pulldowns. Magnetic streptavidin beads were washed twice in B&W buffer (5 mM Tris pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween 20) and 1 eq of washed streptavidin beads were added in 2×B&W to the DNA. After 15 min incubation at RT, beads were washed twice with 55°C warm 2×B&W buffer and once with 0.1x TE after incubation on magnet tube rack. Washed beads were resuspended in 25 μL 0.1× TE. On-bead library prep was performed using the NEBNext Ultra II (NEB) kit according to manufacturer’s instructions with the following changes. Half reaction volumes were used, and AMPURE beads purification steps were replaced by above-described washes with B&W buffer and 0.1× TE buffer. After adapter ligation step and washes, beads were resuspended in 7.5 μL 0.1× TE and boiled at 98°C for 10 min (with lid set to 105°C). Supernatant was used for PCR amplification and subsequent washes according to manufacturer’s instructions. Libraries were quantified and quality controlled using the Agilent 4200 Tapestation with D1000 reagents and sequenced.

#### BioRepli-seq data analysis

BioRepli-seq data was analyzed as previously described.^89^ Briefly, after mapping to mm10 using bowtie2,^79^ genomic reads were summed into non-overlapping 50 kb bins and log_2_ ratios of the early versus late S phase sorted fractions were computed per bin for each sample. Loess smoothing was performed for each chromosome as described^89^ using the ‘loess’ R function with the ‘span’ parameter set to 300 kb per length of chromosome and resulting data were registered into bedGraph files. Resulting files were converted into BigWig files for genome track and metagene plotting using ‘bedGraphToBigWig’ function from ucsc-tools.^90^ Statistically significantly changing 50 kb RT bins were determined using three replicates derived from independent cultures per condition in a Student’s t test followed by Benjamini & Hochberg (*FDR*) multiple comparison correction. To capture changes in RT during ES cell differentiation or between genotypes, we calculated the difference in RT compared states. Spearman correlations were computed using the ‘cor’ function with the setting “method = spearman”. For EdU-seq metagene analysis, mapped reads of the early S phase fraction were converted into BigWig files and Cpm-normalized read counts across replicates were averaged using the ‘bamCoverage’ function of the deepTools2 suite.^82^

#### CUT&Tag

As input into CUT&Tag profiling, naïve-to-EpiLC differentiation was conducted using dual-reporter ES cells^26^ and validated using flow cytometry (see ‘Naïve to epiblast-like cell differentiation section’). CUT&Tag was performed as previously described with the following adaptations.^35,91^ Briefly, freshly trypsinized cells were bound to activated Concanavalin A beads at a ratio of 10^5^ cells/7μL beads in CR Wash buffer (20mM HEPES, 150mM NaCl, 0.5mM Spermidine with protease inhibitors added) at room temp for 10 min. Volumes corresponding to 10^5^ cells were aliquoted into skirtless 96 well plates. After magnetization and withdrawal of supernatant, cells were resuspended via multichannel pipette in permeabilization buffer^91^ with added primary antibodies and incubated overnight at 4°C. After brief centrifugation, samples were resuspended in 1:100 secondary antibody (Guinea pig anti-rabbit) at 4°C for 1 h. Next, samples were washed with 200 μL of wash buffer three times for 5 min each. Samples were then incubated for 1 h at 4°C with 50 μL of CT Dig300 wash buffer (20mM HEPES, 300mM NaCl, 0.01% Digitonin, 0.5mM Spermidine with protease inhibitors added) with an added 25 nM pA-Tn5. Tn5 was loaded with adapters as previously described.^91^ After Tn5 incubation, samples were washed three times with CT Dig300 wash buffer for 5 min each. Plates were covered with foil and tagmentation initiated for 1 h at 37°C in a thermocycler with 10 mM MgCl2. Immediately afterward 1.6 μL of 0.5 M EDTA, 1 μL of 10 mg/mL Proteinase K, and 1 μL of 5% SDS was added to each sample via multichannel pipette. The plate was then covered with foil and incubated at 55°C for 2 h in a thermocycler to denature Tn5 and solubilize tagmented chromatin. After incubation, samples were magnetized, and the supernatant was transferred to new wells where SPRI bead purification was performed to select all DNA fragment lengths larger than 100 bp. Samples were eluted in 0.1× TE and approximately half of each sample was used for library preparation using NEBNext HIFI Polymerase with previously reported i7 and i5 indices.^92^ We ran enough cycles for each target to have enough product to pool and sequence (on average 12–18 cycles). After amplification, libraries were purified using SPRI size selection to enrich for fragments >250 bp and eluted in 0.1× TE. Quality and concentration of libraries were determined by an Agilent 4200 Tapestation with D1000 reagents before pooling for sequencing at BGI using DNBSEQ-G400 technology.

#### OK-seq

Naive to EpiLC differentiation was scaled up to 15 cm dishes. At the day of collection, 5 mL of conditioned media was collected for each plate, kept at 37°C, mixed with 2 mL fresh media, and EdU was added (60 μM final concentration). Next, EdU-containing media was added to cells (25 μM final concentration) and after gentle swirling cell were incubated for 2 min. Media was aspirated and 5 mL of ice-cold PBS was immediately added. Cells were washed once more with ice-cold PBS, and then scraped off and frozen in ice-cold DNA lysis buffer (10 mM Tris pH 8, 25 mM EDTA, 100 mM NaCl) using liquid nitrogen. Downstream OK-seq sample and library prep from cell lysates, were performed as previously described.^84^ Briefly, cell lysates were incubated with Proteinase K and SDS overnight at 50°C. DNA from cell lysates was purified by two sequential phenol-chloroform-isoamyl alcohol extractions, precipitated with ammonium acetate and ethanol, washed with 70% ethanol, and resuspended in TE overnight at 4°C. Okazaki fragments were isolated through size fractionation using ultracentrifugation (122,000 x g at 20°C) of a 5–30% linear sucrose gradient generated on a Beckman Coulter Optima XE-100. Size distribution was verified using a TapeStation (Agilent) assay. DNA <200 bp was concentrated by column centrifugation, and EdU-labeled Okazaki fragments were biotinylated by click chemistry reaction (10 mM Tris-HCl pH 8, 2 mM CuSO_4_, 10mM sodium ascorbate prepared fresh, 2mM Biotin TEG Azide. Any contaminating RNA was hydrolyzed (250mM NaOH at 37°C for 30 min) and DNA as phosphorylated by T4 polynucleotide kinase reaction EdU-click DNA was captured on MyOne T1 Streptavidin Dynabeads. OK-seq libraries were adaptor ligated, PCR amplified, and primer-dimers were removed with SPRI beads. Libraries were analyzed by TapeStation and sequenced (pair-end 50bp) using the NovaSeq 6000 Illumina sequencing platform and SP100 flow cells.

#### CUT&Tag data analysis

CUT&Tag data was mapped and analyzed using the automated Nextflow pipeline nfcore/cutandrun^80^ as previously described.^35^ Briefly, this pipeline performs trimming using Trim Galore and paired-end mapping of reads to mm10 using bowtie2 followed by filtering out low-quality reads and reads mapping to mm10 blacklist regions. Subsequently, the pipeline calls peaks using SEACR^81^ with a peak threshold of 0.05 and outputs their chromosomal coordinates and normalized signal contained within these coordinates. SEACR identifies peaks from sparse data (such as CUT&Tag) in which the background is largely consisting of “zeroes”. Next, consensus peak locations were generated based on peaks shared across experimental replicates. For genome track and metagene plots, mapped BAM files merged by replicates generated by the pipeline were converted to counts per million (Cpm)- normalized BigWig files using the ‘bamCoverage’ function of the deepTools2 suite.^82^

#### OK-seq analysis

OK-seq samples were analyzed as previously described.^84^ Briefly, processed OK-seq reads were aligned to the mm10 mouse genome with bowtie2 and stranded Watson and Crick read counts were binned into 1 kb bins. TSS/TTS genomic annotations for mm10 were obtained from the UCSC genome browser (https://genome.ucsc.edu/) and metagene tables were generated to include RNA-seq expression counts from naive control and EpiLC cell lines. Python was used to add 1 kb binned Watson and Crick reads from individual or combined OK-seq replicates to +/− 25 kb centered around metagene TSSs or region of interest-bed file peaks broken into quantiles using previously described Python scripts (https://github.com/FenyoLab/Ok-Seq_Processing).^84^ Strand bias data is presented as percent of forks moving left to right across TSSs by plotting the average Crick density and the strand reversed Watson density, or normalized Crick strand density calculated as Crick/(Watson+Crick). Statistics was performed by calculating the Crick density across 25 kb regions both upstream and downstream of the site of interest, and *p* values were calculated using a nonparametric Kruskal-Wallis H-test.

#### Genome track generation

Genome tracks for selected BigWig files were generated using trackplot.^85^ Chromosomal locations are specified in figure panels.

#### Metagene plots

Metagene plot data points were generated from BigWig files corresponding to each chromatin feature by using the ‘computeMatrix reference-point’ and ‘plotProfile’ functions of the deepTools2 package.^82^ Specifically, for Figure 4B the ‘computeMatrix reference-point’ function was run centered on 50kb genomic bins using the following settings: –binSize 5000 –upstream 250000 –downstream 250000 –averageTypeBins ‘mean’ –skipZeros –missingDataAsZero. For Figure 4C, plots were generated centered on H3K4me1 peaks^35^ using following settings: –binSize 250 –upstream 2500 –downstream 2500 –averageTypeBins ‘mean’ –skipZeros –missingDataAsZero. The ‘plotProfile’ function was used on the resulting.matrix file using the “–outFileNameData” to generate a tab separated file of data points constituting the metagene signal track. The signal data was then processed and plotted in R using the ‘geom_smooth’ function of the ‘ggplot2’ R package.

#### RT segmentation

Segmentation of RT from 50 kb RT bins was performed using circular binary segmentation.^30^ First, average WT naive RT and ΔRT (difference of EpiLC minus naive state RT) were separately used as input to the ‘segment’ parameter of the DNAcopy R package^30^ with the following settings: nperm = 1000, undo.splits = “sdundo”. Next, after iteratively optimizing undo.SD (the number of standard deviations between means to keep a split of segments) and alpha (significance level to accept a segment change point) parameters through visual inspection of plotted segments (Figure S2), final segmentation was performed using undo.SD = 5 and alpha = 1e-15. Resulting, naive and ΔRT segments were exported as bed files and used for machine learning analysis after incorporation of chromatin state data (see ‘Chromatin feature signal summation across RT segments’ section).

#### Chromatin feature signal summation across RT segments and IZ bins

The chromatin feature data were summarized for each RT or ΔRT segment using the following procedure. To obtain the background signal, reads corresponding to each individual chromatin feature in naive and EpiLC states were counted separately using featureCounts^86^ across the mm10 genome, with peak locations of the respective mark subtracted beforehand (obtained using bedtools subtract).^87^ The resulting feature-specific background signal from replicates was converted into counts per million (Cpm) and subtracted from the average across experimental replicates of each SEACR^81^ CUT&Tag consensus peak signal (see ‘CUT&Tag analysis’ section). Background-corrected peak signals for peaks overlapping more than 50% with an RT segment were then summed up for each segment. For ΔRT segments, the change in chromatin feature signal was calculated per segment by the difference of summed signal in EpiLC state and naive state. This resulted in a matrix with rows representing RT or ΔRT segments and columns representing naive RT or ΔRT and summed chromatin feature signal or its signal change for each of the 21 profiled features. This matrix was exported and served as input for machine learning (see ‘Machine learning of chromatin features predictive of RT’ section). For initiation zones (IZs) (Figure S5A), published IZs from naive ES cells^37^ were overlapped with 50 kb bins of the mm10 genome and bins we defined as IZ-positive or negative. Obtained classified bins were used as input for signal summation of naive CUT&Tag data as described above.

#### Integration of KMT2C/D loss-of-function epigenomics and RNA-seq with RT data

Published KMT2C^KO^, KMT2C/D^dKO^, KMT2C/D^dCD^ H3K4me1 CUT&RUN and RNA-seq data were re-analyzed as previously described.^35^ Briefly, for the union of each H3K4me1 SEACR consensus peak in naive and EpiLC states, the average Cpm read count for H3K4me1 from experimental replicates was calculated per genotype. The peaks were shown to be clearly enriched over IgG control.^35^ Next, the RNA-seq derived Cpm read count for the transcript corresponding to the transcriptional start site closest to each H3K4me1 peak was determined from the RNA-seq data. Then, log_2_ fold changes for H3K4me1 and RNA Cpm signal changes were calculated between genotypes and cellular state (EpiLC versus naive). Next, this data was integrated with the RT data (see ‘BioRepli-seq data analysis’ section) by calculating the median Cpm read count or log_2_ fold change for each 50kb genomic bin. Heatmaps were plotted using the ComplexHeatmap R package.^88^ Sankey plots were generated using the ggsankey R package.

#### Machine learning of chromatin features predictive of RT and IZ location

Matrices of background-corrected summed peak signal per RT segment or IZ bin (Figure S5A) (see section ‘Chromatin feature signal summation across RT segments and IZ bins’) were log-transformed (after addition of a pseudo-count of 0.01), normalized by genomic window size, and then used as input to the ‘train’ function of the caret R package to predict log_2_(RT), log_2_(ΔRT), or IZ presence (Figure S5A) using elastic net regression (“glmnet” method). Elastic Net regression is a regularized machine learning approach that penalizes the regression model for complexity while also keeping the model flexible enough to capture the underlying patterns in the data.^93^ Penalization shrinks less informative predictor variables (i.e., a certain chromatin feature that does not improve prediction of RT). The magnitude of non-zero parameter weights (coefficient assigned to each predictor variable) can be interpreted as the model’s way of highlighting which predictor variables have a more substantial impact on the outcome variable (RT, here). Each model underwent repeated cross validation through the use of the “repeatedcv” parameter in the ‘trControl’ function. This approach allows optimization of the model’s performance and helps counter overfitting of machine learning by partitioning the data into 5 random equally sized splits (using “fold” parameter) of which each iteratively serves as a test set while the rest is used as training set. This process was repeated 5 times to obtain the optimal model (using “repeats” parameter). Centering and scaling pre-processing was specified in the ‘train’ function to standardize the range of the continuous variables before applying elastic net regression, ensuring that coefficients are estimated on the same scale and regularized appropriately. Predicted values were extracted using the ‘extractPrediction’ function and the dimensionless parameter weights for all predictor variables were extracted using the ‘coef’ function on the final model. Spearman correlations were computed using the ‘cor’ function with the setting “method = spearman”.

#### Real-time quantitative RT PCR

RNA was extracted using TRIzol according to manufacturers’ instructions. RNA was reverse transcribed using Maxima First Strand cDNA Synthesis Kit and cDNA amplified using target-specific primers in 1x SYBR Green master mix. RNA levels were determined using the ΔΔCt method. Undetected measurements were imputed at 45 cycles.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical tests were performed in R. Detailed information about test type, error bars and sample sizes are included in all figures and their legends with further specification in the STAR Methods section. R scripts used for all analysis were deposited at https://github.com/dgoekbuget. No samples or data were excluded from the analysis.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
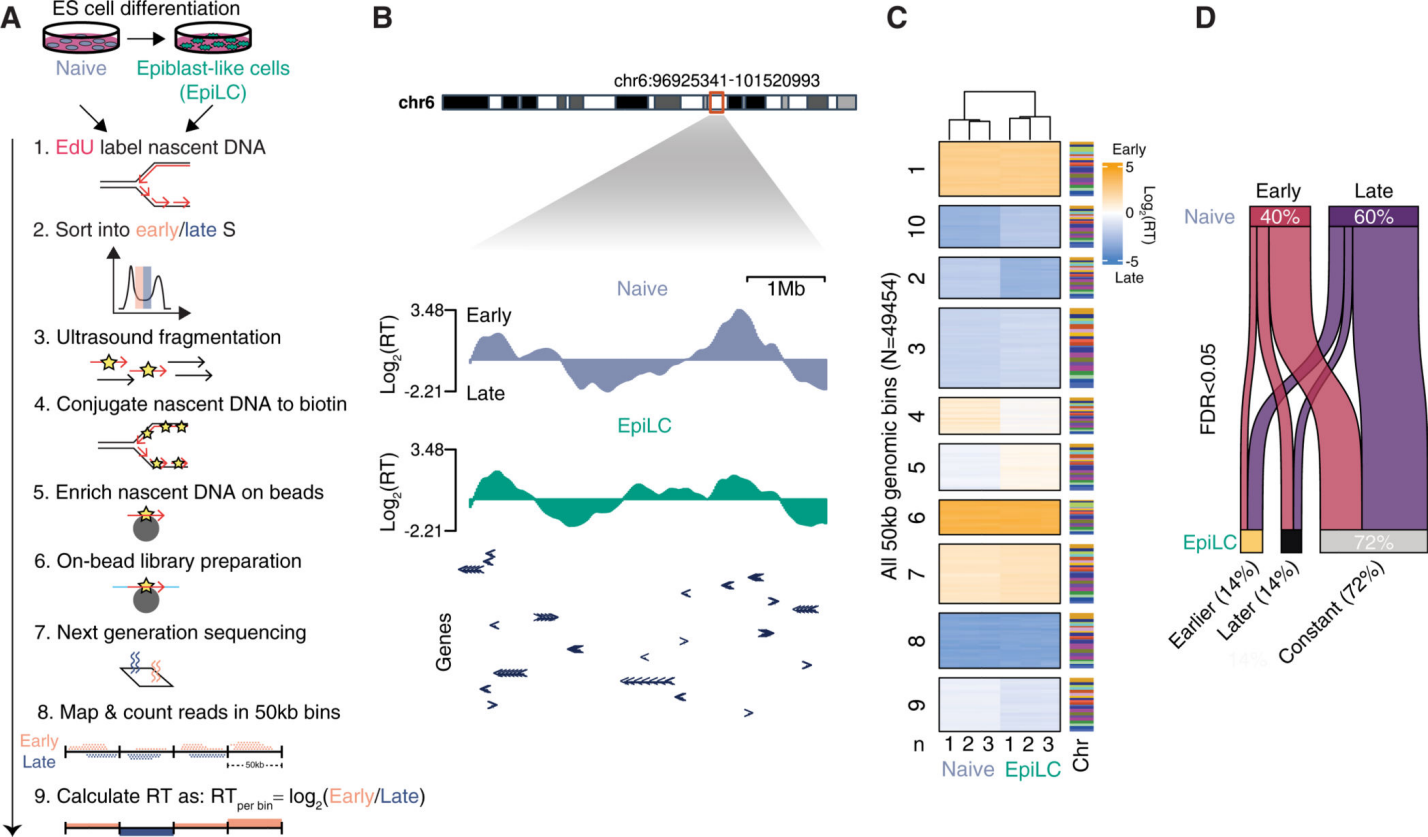
Genome-wide changes in replication timing during pluripotency transition (A) Scheme of BioRepli-seq method and analysis. (B) Genome track of log_2_ RT displaying early/late RT domains in naive (N) and EpiLC (Epi) states. Gene exons within the genome track are depicted with arrowheads. (C) Heatmap showing genome-wide RT for all 50 kb genomic bins per replicate of naive-to-EpiLC states. Associated chromosomes (chr) are shown. Clustering was performed by K-means. Individual replicates derived from three independent cultures for each cell state are shown. (D) Sankey plot summarizing all significant RT changes (FDR < 0.05) for all 50 kb genomic bins during naive-to-EpiLC transition.

**Figure 2.**
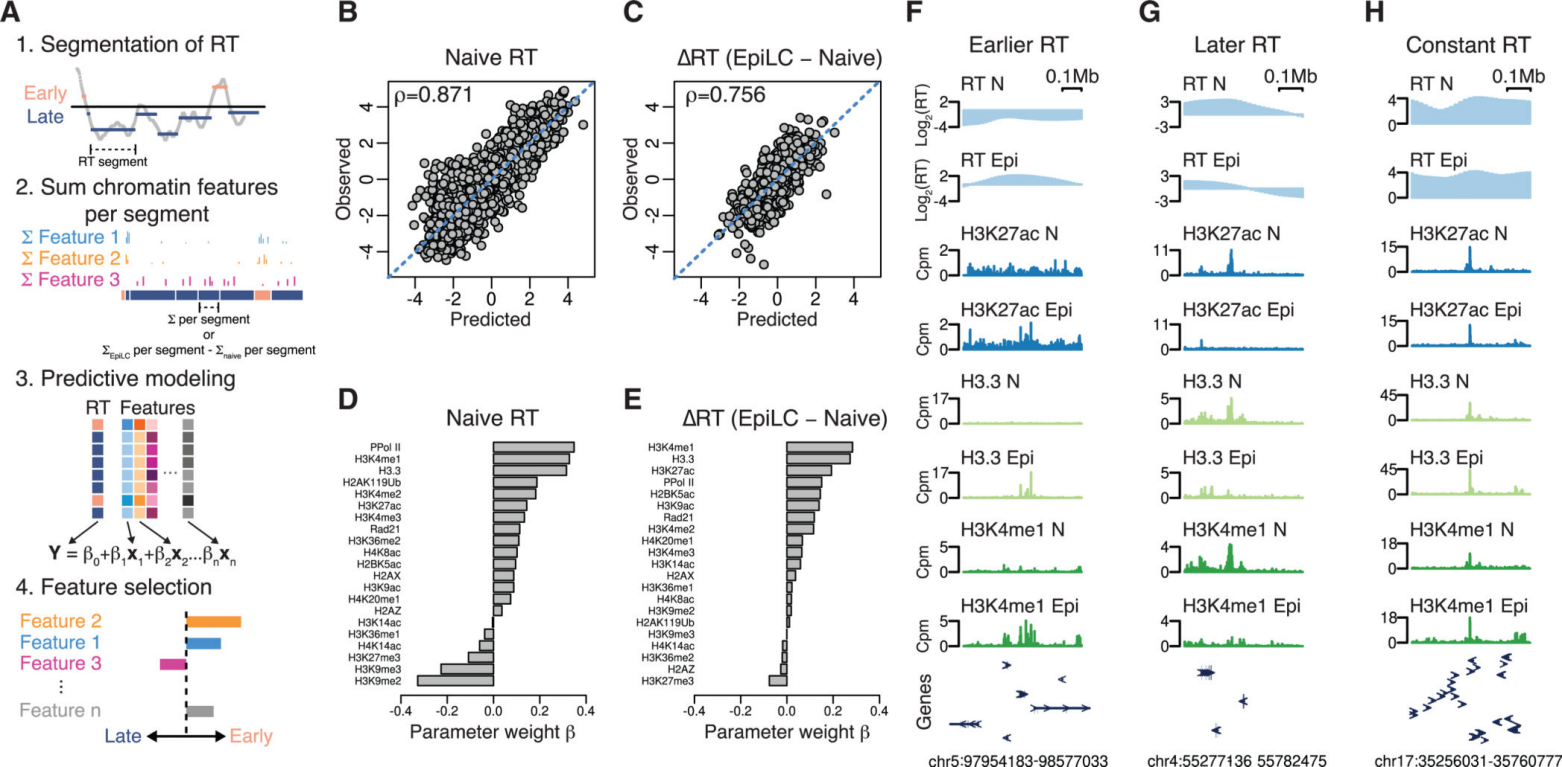
Chromatin state accurately predicts global RT, with H3K4me1 emerging as a top predictor (A) Workflow for RT segmentation, machine learning, and feature selection. (B and C) Scatterplots showing predicted versus observed naive RT (B) and ΔRT (C) during transition (difference of EpiLC and naive RT) based on fitted elastic net regression machine learning model. Spearman’s correlation coefficient (rho) is shown. (D and E) Parameter weight for each chromatin feature for naive RT (D) and ΔRT (E) during transition based on fitted elastic net regression machine learning model. A larger magnitude of parameter weight implies more predictive strength of feature. See STAR Methods for details. (F–H) Example genome tracks of regions showing earlier (F), later (G), and constant (H) RT and the associated chromatin feature signals of the top 3 predicting features (see D and E) in naive (N) and EpiLC (Epi) states. Exons are depicted with arrowheads.

**Figure 3.**
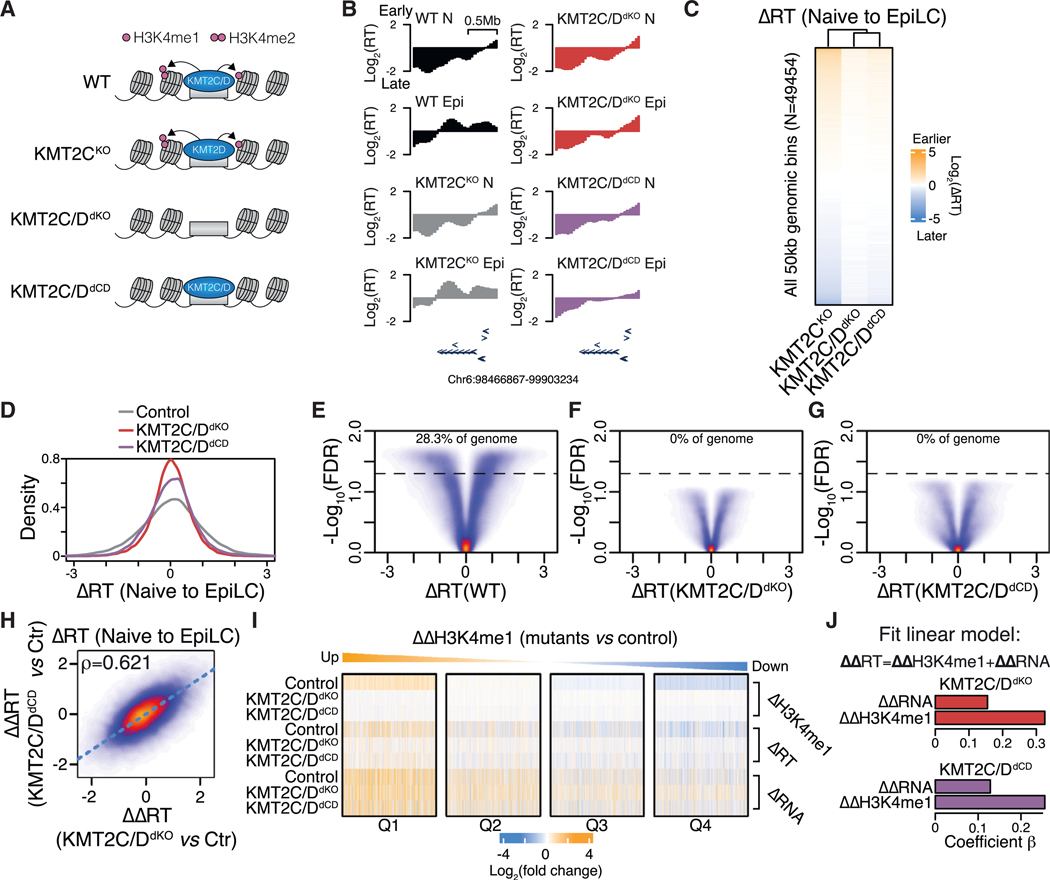
KMT2C/D activity shapes genome-wide RT dynamics during ESC differentiation (A) Scheme of loss-of-function models. (B) Example genome track of KMT2C/D activity-dependent RT domain showing average RT (derived from three independently grown cultures) of WT, KMT2C^KO^, KMT2C/D^dKO^, and KMT2C/D^dCD^ ESCs in naive (N) and EpiLC (Epi) states. (C and D) Heatmap (C) and density plot (D) showing genome-wide ΔRT (difference of EpiLC and naive RT) during cell state transition for control (KMT2C^KO^), KMT2C/D^dKO^, and KMT2C/D^dCD^ ESCs. Heatmap is sorted by control ΔRT. (E–G) Volcano plots showing genome-wide ΔRT versus negative log_10_(FDR) during naive-to-EpiLC transition for WT (E), KMT2C/D^dKO^ (F), and KMT2C/D^dCD^ (G) ESCs. The percentage of genome changing is shown for FDR < 0.05 (dashed line). (H) Correlation plot of changes in ΔRT in KMT2C/D^dKO^ relative to controls compared to KMT2C/D^dCD^ relative to controls. Spearman’s correlation coefficient (rho) is shown. (I) Heatmap showing differential (EpiLC relative to naive state) H3K4me1, RT, and transcription during transition for control (KMT2C^KO^), KMT2C/D^dKO^, and KMT2C/D^dCD^ ESCs for all 50 kb bins stratified into quartiles by changes in peak signal of H3K4me1 in controls during transition. (J) Coefficients of linear regression explaining difference in ΔRT between KMT2C/D^dKO^ (top) or KMT2C/D^dCD^ (bottom) relative control (KMT2C^KO^) using respective differences in H3K4me1 and transcription.

**Figure 4.**
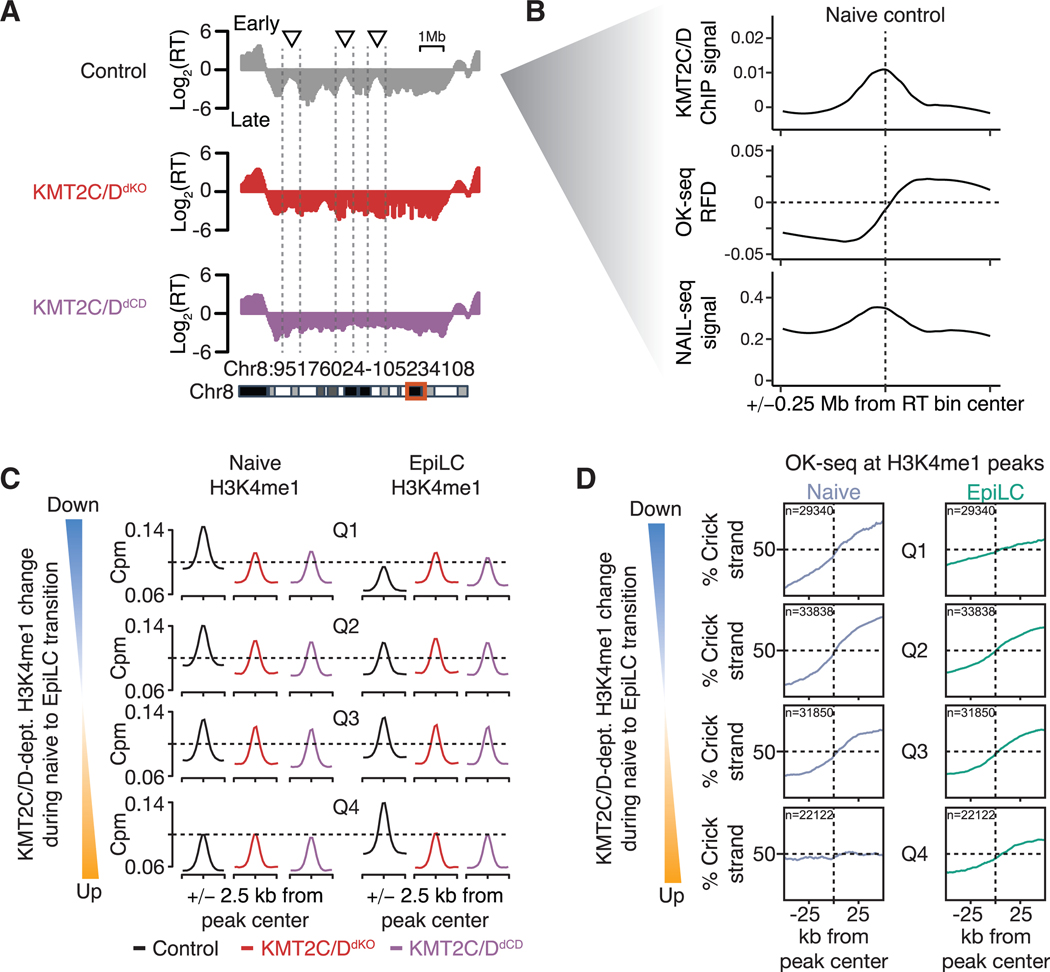
KMT2C/D activity locally associates with replication origin firing (A) Example genome track of KMT2C/D-dependent naive RT domain for KMT2C^KO^ (Control), KMT2C/D^dKO^, and KMT2C/D^dCD^ highlighting the loss of early peaks within larger later domains. (B) Metagene analysis of naive WT KMT2C/D ChIP-seq (counts per million [cpm] of WT subtracted by KMT2C/D^dKO^ negative control), naive WT OK-seq replication fork direction (RFD), and naive WT NAIL-seq (RPKM) centered at all KMT2C/D-dependent naive RT domains (changing more than 2-fold on the log_2_ in mutants versus control) that also show loss of H3K4me1 (lost in mutants by more than 1-fold on log_2_ scale). (C and D) Metagene analysis of H3K4me1 CUT& RUN (C) and OK-seq (D) data at H3K4me1 peaks stratified into quartiles (Q1–Q4) based on their KMT2C/D-dependent H3K4me1 read countchange in control versus mutants (average of changes in KMT2C/D^dKO^ and KMT2C/D^dCD^) during naive-to-EpiLC differentiation. Q1 and Q4 represent sites with the greatest gain and loss of KMT2C/D-dependent H3K4me1, respectively.

**Figure 5.**
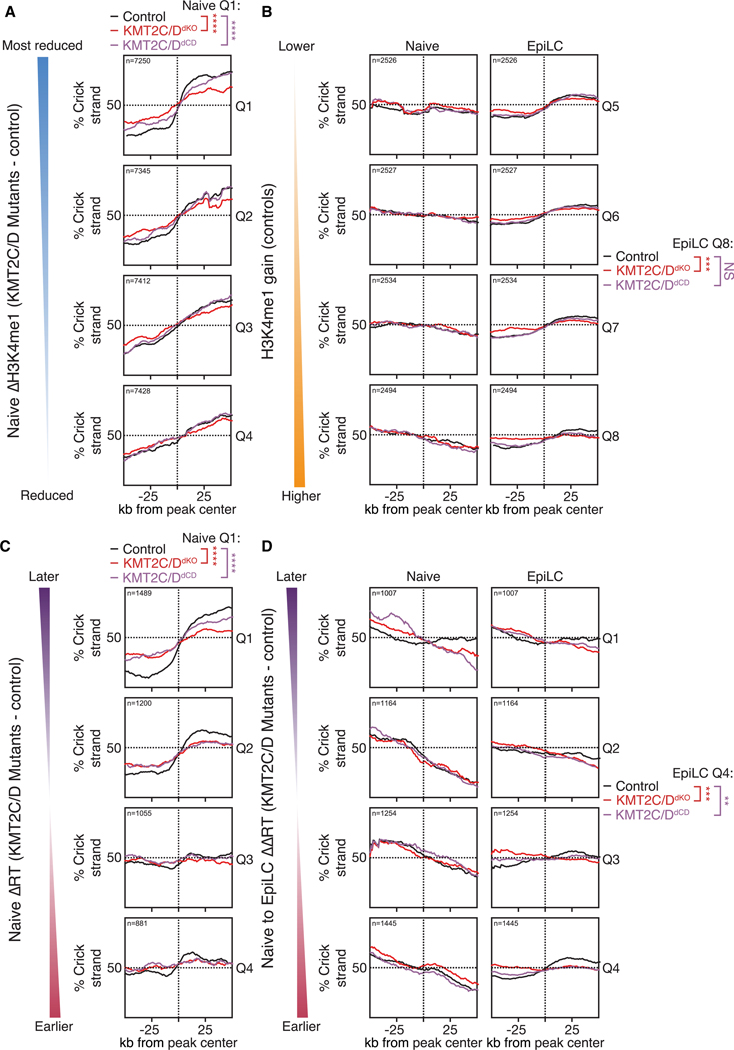
KMT2C/D activity locally promotes replication origin firing (A) Metagene analysis of OK-seq data from control (KMT2C^KO^), KMT2C/D^dKO^, and KMT2C/D^dCD^ cells at KMT2C/D-dependent H3K4me1 peaks in naive state. Peaks were stratified into quartiles (Qs) based on their H3K4me1 read count change in mutants (average of KMT2C/D^dKO^ and KMT2C/D^dCD^) versus control. KMT2C/D-dependent peaks showing more than 2-fold reduction in H3K4me1 in mutants versus control were used as input. (B) Metagene analysis of OK-seq data from control (KMT2C^KO^), KMT2C/D^dKO^, and KMT2C/D^dCD^ cells at gained H3K4me1 peaks during differentiation. Peaks were stratified into 8 Qs based on their H3K4me1 read count change in controls during the naive-to-EpiLC differentiation (see Figure S5F for Q1–Q4). Only gained peaks showing more than a 2-fold gain in H3K4me1 in controls were used as input. (C) Metagene analysis of OK-seq data from control (KMT2C^KO^), KMT2C/D^dKO^, and KMT2C/D^dCD^ cells at KMT2C/D-dependent H3K4me1 peaks in naive state. Peaks were stratified into Qs based on their RT change in mutants (average of KMT2C/D^dKO^ and KMT2C/D^dCD^) versus control. KMT2C/D-dependent peaks showing more than a 2-fold reduction in H3K4me1 in mutants versus control were used as input. (D) Metagene analysis of OK-seq data from control (KMT2C^KO^), KMT2C/D^dKO^, and KMT2C/D^dCD^ cells at gained H3K4me1 peaks during differentiation. Peaks were stratified into Qs based on their difference in RT changes in controls versus mutants (average of KMT2C/D^dKO^ and KMT2C/D^dCD^) during the naive-to-EpiLC differentiation. Only gained peaks showing more than a 2-fold gain in H3K4me1 in controls were used as input.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

Rabbit IgG	Abcam	Cat# ab171870; RRID:AB_2687657
H3K4me1	Abcam	Cat# ab8895; RRID:AB_306847
H3K4me2	Abcam	Cat# ab7766; RRID:AB_2560996
H3K4me3	Abcam	Cat# ab8580; RRID:AB_306649
H3K27ac	Abcam	Cat# ab4729; RRID:AB_2118291
H3K27me3	Cell Signaling	Cat# 9733; RRID:AB_2616029
H3K36me1	Cell Signaling	Cat# 14111; RRID:AB_2798395
H3K36me2	Cell Signaling	Cat# 2901; RRID:AB_1030983
H2BK5ac	Cell Signaling	Cat# 12799; RRID:AB_2636805
H3K9ac	Cell Signaling	Cat# 9649; RRID:AB_823528
H3K9me3	Active Motif	Cat# 39162; RRID:AB_2532132
H4K20me1	Diagenode	Cat# MAb-147-100; RRID: N/A
RAD21	GeneTex	Cat# GTX106012; RRID:AB_11176384
RNApol-II-S2/5P	Cell Signaling	Cat# 13546; RRID:AB_2798253
H4K8ac	Cell Signaling	Cat# 2594; RRID:AB_2248400
H4K16ac	Millipore	Cat# 07-329; RRID:AB_310525
H3K14ac	Cell Signaling	Cat# 7627; RRID:AB_10839410
H3K9me2	Active Motif	Cat# 39240; RRID:AB_2793199
H3.3	Active Motif	Cat# 91192; RRID:AB_2793796
H2A.Z	Active Motif	Cat# 39944; RRID:AB_2793401
H2AK119ub	Cell Signaling	Cat# 8240; RRID:AB_10891618
H2AX-S139P	Cell Signaling	Cat# 2577; RRID:AB_2118010
Guinea pig anti-rabbit	Antibodies Online	Cat# ABIN101961; RRID:AB_10775589

Chemicals, peptides, and recombinant proteins		

KO DMEM	ThermoFisher Scientific	10829018
Fetal bovine serum	Corning	35-010-CV
NEAA	ThermoFisher Scientific	11140035
L-Glutamine	ThermoFisher Scientific	59202C-100ML
Penicillin/Streptomycin	Millipore Sigma	P4333-100ML
PD0325901	Axon Medchem	1408
CHIR99021	Axon Medchem	1386
4-Hydroxytamoxifen	Millipore Sigma	5082250001
LIF	In-house	N/A
1x PBS	ThermoFisher Scientific	10010023
EdU	ThermoFisher Scientific	A10044
Trypsin-EDTA	ThermoFisher Scientific	25200072
35mm cell strainer	Corning	352235
Ethanol	Koptec	V1016
PI/RNase	ThermoFisher Scientific	501121519
10x TBS	ThermoFisher Scientific	J62938.K7
Biotin Azide	ThermoFisher Scientific	B10184
CUSO4	Millipore Sigma	C1297-100G
THPTA	Millipore Sigma	762342-100MG
Na-Ascorbate	VWR	95035-692
Tris-HCl pH 7.5	Teknova	T5110
EDTA pH 8	ThermoFisher Scientific	AM9260G
NaCI	ThermoFisher Scientific	AM9760G
Tween 20	Millipore Sigma	P9416-50ML
TE pH 8	ThermoFisher Scientific	No.AM9849
HEPES buffer pH 7.5	Millipore Sigma	H3375
Spermidine	Millipore Sigma	S2501
Protease inhibitors	Millipore Sigma	11836170001
Digitonin	Millipore Sigma	300410
pA-Tn5	QB3 Macrolabs (UC Berkeley)	N/A
MgCl2	Millipore Sigma	M8266-100G
Proteinase K	ThermoFisher Scientific	E00492
SDS	ThermoFisher Scientific	AM9822
Biotin TEG Azide	Berry & Associates, Inc.	BA0038
NaOH	Millipore Sigma	71689
TRIzol	ThermoFisher Scientific	15596026

Critical commercial assays		

NucleoSpin Tissue kit	Macherey-Nagel	740952.50
Streptavidin beads	NEB	S1420S
NEBNext Ultra II	NEB	E7645S
Agencourt Ampure XP beads	Beckman Coulter	A63880
SPRIselect Reagent	Beckman Coulter	B23317
Concanavalin A beads	Bang Laboratories	BP531
Tapestation D1000 tapes	Agilent	UFUC0P-5067-5582
Dynabeads MyOne Streptavidin T1	ThermoFisher Scientific	65601
Maxima First Strand cDNA Synthesis Kit for RT-qPCR	ThermoFisher Scientific	K1642
SYBR Green Master Mix for qPCR	ThermoFisher Scientific	A46012

Deposited data		

H3K4me1 C&T	This study	GEO: GSE216475
H3K4me2 C&T	This study	GEO: GSE216475
H3K4me3 C&T	This study	GEO: GSE216475
H3K27me3 C&T	This study	GEO: GSE216475
H3K9me2 C&T	This study	GEO: GSE216475
H3K9me3 C&T	This study	GE0: GSE216475
H4K20me1 C&T	This study	GEO: GSE216475
H3K36me1 C&T	This study	GEO: GSE216475
H3K36me2 C&T	This study	GEO: GSE216475
H2BK5ac C&T	This study	GEO: GSE216475
H3K9ac C&T	This study	GEO: GSE216475
H3K14ac C&T	This study	GEO: GSE216475
H3K27ac C&T	This study	GEO: GSE216475
H4K8ac C&T	This study	GEO: GSE216475
H4K16ac C&T	This study	GEO: GSE216475
P-Pol II C&T	This study	GEO: GSE216475
H2A.Z C&T	This study	GEO: GSE216475
H3.3 C&T	This study	GEO: GSE216475
gH2AX C&T	This study	GEO: GSE216475
RAD21 C&T	This study	GEO: GSE216475
H2BK119Ub C&T	This study	GEO: GSE216475
H3K4me1 C&R	Boileau et al. 2023^35^	GEO: GSE212950
OK-seq (Naive WT)	Petryk et al. 2018^37^	GEO: GSE117274
OK-seq	This study	GEO: GSE216475
NAIL-seq	Liu et al. 2021^17^	GEO: GSE174680
SNS-seq	Cayrou et al. 2015^41^	GEO: GSE68347
BrdU-Repli-seq	Miuraetal. 2019^29^	GEO: GSE113985
Bio-Repli-seq	This study	GEO: GSE216475
RNA-seq	Boileau et al. 2023^35^	GEO: GSE212950

Experimental models: Cell lines		

v6.5 mouse ES cells	Novus Biologicals	NBP1-41162
KMT2C^KO^/KMT2D^cKO^ mouse ES cells^56^	Kindly provided by Dr. Kai Ge (NIH)	N/A
KMT2C/D^dCD^ mouse ES cells^36^	Kindly provided by Dr. Joanna Wysocka (Stanford)	N/A

Oligonucleotides		

Kmt2d-KO-qPCR-F: AGGACATGTGTGTGGTGTG	IDT	N/A
Kmt2d-KO-qPCR-R: ACCTTGGTGATCTTGCTGTT	IDT	N/A
Gapdh-qPCR-F: GACTTCAACAGCAACTCCCAC	IDT	N/A
Gapdh-qPCR-R: TCCACCACCCTGTTGCTGTA	IDT	N/A

Software and algorithms		

bowtie2	Langmead et al. 2012^79^	https://github.com/BenLangmead/bowtie2
rstudio server	Posit	https://posit.co/download/rstudio-server/
nfcore/cutandrun	Ewels et al. 2020^80^	https://nf-co.re/cutandrun/
SEACR	Meers et al. 2019^81^	https://github.com/FredHutch/SEACR
deepTools2	Ramirez et al. 2016^82^	https://deeptools.readthedocs.io/en/develop/
UCSC genome browser	Perez et al. 2024^83^	https://genome.ucsc.edu/
OK-seq processing scripts	Kit Leng Lui et al. 2021^84^	https://github.com/FenyoLab/Ok-Seq_Processing
trackplot	Pohl and Beato 2014^85^	https://github.com/PoisonAlien/trackplot
ggplot2	Wickham et al.	https://ggplot2.tidyverse.org
DNAcopy	Olshen et al. 2004^30^	https://bioconductor.org/packages/release/bioc/html/DNAcopy.html
featureCounts	Liao et al. 2014^86^	https://subread.sourceforge.net/featureCounts.html
bedtools2	Quinlan and Hall 2010^87^	https://bedtools.readthedocs.io/en/latest/
caret	Kuhn et al.	https://cran.r-project.org/web/packages/caret/index.html
ComplexHeatmap	Guetal. 2016^88^	https://bioconductor.org/packages/release/bioc/html/ComplexHeatmap.html
ggsankey	Sjoberg	https://github.com/davidsjoberg/ggsankey
Data processing and analysis	This paper	https://github.com/dgoekbuget

## References

[1] MarchalC, SimaJ, and GilbertDM (2019). Control of DNA replication timing in the 3D genome. Nat. Rev. Mol. Cell Biol 20, 721–737. 10.1038/s41580-019-0162-y.31477886 PMC11567694

[2] RybaT, HirataniI, LuJ, ItohM, KulikM, ZhangJ, SchulzTC, RobinsAJ, DaltonS, and GilbertDM (2010). Evolutionarily conserved replication timing profiles predict long-range chromatin interactions and distinguish closely related cell types. Genome Res. 20, 761–770. 10.1101/gr.099655.109.20430782 PMC2877573

[3] HirataniI, RybaT, ItohM, YokochiT, SchwaigerM, ChangC-W, LyouY, TownesTM, SchübelerD, and GilbertDM (2008). Global reorganization of replication domains during embryonic stem cell differentiation. PLoS Biol. 6, e245. 10.1371/journal.pbio.0060245.18842067 PMC2561079

[4] HirataniI, RybaT, ItohM, RathjenJ, KulikM, PappB, FussnerE, Bazett-JonesDP, PlathK, DaltonS, (2010). Genome-wide dynamics of replication timing revealed by in vitro models of mouse embryogenesis. Genome Res. 20, 155–169. 10.1101/gr.099796.109.19952138 PMC2813472

[5] MacAlpineDM, RodríguezHK, and BellSP (2004). Coordination of replication and transcription along a Drosophila chromosome. Genes Dev. 18, 3094–3105. 10.1101/gad.1246404.15601823 PMC535919

[6] SchübelerD, ScalzoD, KooperbergC, van SteenselB, DelrowJ, and GroudineM. (2002). Genome-wide DNA replication profile for Drosophila melanogaster: a link between transcription and replication timing. Nat. Genet 32, 438–442. 10.1038/ng1005.12355067

[7] WoodfineK, FieglerH, BeareDM, CollinsJE, McCannOT, YoungBD, DebernardiS, MottR, DunhamI, and CarterNP (2004). Replication timing of the human genome. Hum. Mol. Genet 13, 191–202. 10.1093/hmg/ddh016.14645202

[8] WhiteEJ, EmanuelssonO, ScalzoD, RoyceT, KosakS, OakeleyEJ, WeissmanS, GersteinM, GroudineM, SnyderM, and SchübelerD. (2004). DNA replication-timing analysis of human chromosome 22 at high resolution and different developmental states. Proc. Natl. Acad. Sci. USA 101, 17771–17776. 10.1073/pnas.0408170101.15591350 PMC539744

[9] GoldmanMA, HolmquistGP, GrayMC, CastonLA, and NagA. (1984). Replication timing of genes and middle repetitive sequences. Science 224, 686–692. 10.1126/science.6719109.6719109

[10] YueF, ChengY, BreschiA, VierstraJ, WuW, RybaT, SandstromR, MaZ, DavisC, PopeBD, (2014). A comparative encyclopedia of DNA elements in the mouse genome. Nature 515, 355–364. 10.1038/nature13992.25409824 PMC4266106

[11] YaffeE, Farkash-AmarS, PoltenA, YakhiniZ, TanayA, and SimonI. (2010). Comparative analysis of DNA replication timing reveals conserved large-scale chromosomal architecture. PLoS Genet. 6, e1001011. 10.1371/journal.pgen.1001011.20617169 PMC2895651

[12] RaoSSP, HuntleyMH, DurandNC, StamenovaEK, BochkovID, RobinsonJT, SanbornAL, MacholI, OmerAD, LanderES, and AidenEL (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell 159, 1665–1680. 10.1016/j.cell.2014.11.021.25497547 PMC5635824

[13] EmersonDJ, ZhaoPA, CookAL, BarnettRJ, KleinKN, SaulebekovaD, GeC, ZhouL, SimandiZ, MinskMK, (2022). Cohesin-mediated loop anchors confine the locations of human replication origins. Nature 606, 812–819. 10.1038/s41586-022-04803-0.35676475 PMC9217744

[14] PopeBD, RybaT, DileepV, YueF, WuW, DenasO, VeraDL, WangY, HansenRS, CanfieldTK, (2014). Topologically associating domains are stable units of replication-timing regulation. Nature 515, 402–405. 10.1038/nature13986.25409831 PMC4251741

[15] MoindrotB, AuditB, KlousP, BakerA, ThermesC, de LaatW, BouvetP, MongelardF, and ArneodoA. (2012). 3D chromatin conformation correlates with replication timing and is conserved in resting cells. Nucleic Acids Res. 40, 9470–9481. 10.1093/nar/gks736.22879376 PMC3479194

[16] SimaJ, ChakrabortyA, DileepV, MichalskiM, KleinKN, HolcombNP, TurnerJL, PaulsenMT, Rivera-MuliaJC, Trevilla-GarciaC, (2019). Identifying cis elements for spatiotemporal control of mammalian DNA replication. Cell 176, 816–830.e18. 10.1016/j.cell.2018.11.036.30595451 PMC6546437

[17] LiuY, AiC, GanT, WuJ, JiangY, LiuX, LuR, GaoN, LiQ, JiX, and HuJ. (2021). Transcription shapes DNA replication initiation to preserve genome integrity. Genome Biol. 22, 176. 10.1186/s13059-021-02390-3.34108027 PMC8188667

[18] O’KeefeRT, HendersonSC, and SpectorDL (1992). Dynamic organization of DNA replication in mammalian cell nuclei: spatially and temporally defined replication of chromosome-specific alpha-satellite DNA sequences. J. Cell Biol 116, 1095–1110. 10.1083/jcb.116.5.1095.1740468 PMC2289349

[19] VisserAE, EilsR, JauchA, LittleG, BakkerPJ, CremerT, and AtenJA (1998). Spatial distributions of early and late replicating chromatin in interphase chromosome territories. Exp. Cell Res 243, 398–407. 10.1006/excr.1998.4144.9743599

[20] BassHW, HoffmanGG, LeeT-J, WearEE, JosephSR, AllenGC, Hanley-BowdoinL, and ThompsonWF (2015). Defining multiple, distinct, and shared spatiotemporal patterns of DNA replication and endoreduplication from 3D image analysis of developing maize (Zea mays L.) root tip nuclei. Plant Mol. Biol 89, 339–351. 10.1007/s11103-015-0364-4.26394866 PMC4631726

[21] AkhtarA, and GasserSM (2007). The nuclear envelope and transcriptional control. Nat. Rev. Genet 8, 507–517. 10.1038/nrg2122.17549064

[22] SchübelerD, FrancastelC, CimboraDM, ReikA, MartinDI, and GroudineM. (2000). Nuclear localization and histone acetylation: a pathway for chromatin opening and transcriptional activation of the human beta-globin locus. Genes Dev. 14, 940–950.10783166 PMC316536

[23] GorenA, TabibA, HechtM, and CedarH. (2008). DNA replication timing of the human beta-globin domain is controlled by histone modification at the origin. Genes Dev. 22, 1319–1324. 10.1101/gad.468308.18443145 PMC2377185

[24] KrishnakumarR, ChenAF, PantovichMG, DanialM, ParchemRJ, LaboskyPA, and BlellochR. (2016). FOXD3 regulates pluripotent stem cell potential by simultaneously initiating and repressing enhancer activity. Cell Stem Cell 18, 104–117. 10.1016/j.stem.2015.10.003.26748757 PMC4775235

[25] ChenAF, LiuAJ, KrishnakumarR, FreimerJW, DeVealeB, and BlellochR. (2018). GRHL2-Dependent Enhancer Switching Maintains a Pluripotent Stem Cell Transcriptional Subnetwork after Exit from Naive Pluripotency. Cell Stem Cell 23, 226–238.e4. 10.1016/j.stem.2018.06.005.30017589 PMC6456389

[26] ParchemRJ, YeJ, JudsonRL, LaRussaMF, KrishnakumarR, BlellochA, OldhamMC, and BlellochR. (2014). Two miRNA clusters reveal alternative paths in late-stage reprogramming. Cell Stem Cell 14, 617–631. 10.1016/j.stem.2014.01.021.24630794 PMC4305531

[27] YangP, HumphreySJ, CinghuS, PathaniaR, OldfieldAJ, KumarD, PereraD, YangJYH, JamesDE, MannM, and JothiR. (2019). Multi-omic Profiling Reveals Dynamics of the Phased Progression of Pluripotency. Cell Syst. 8, 427–445.e10. 10.1016/j.cels.2019.03.012.31078527 PMC6544180

[28] SmithA. (2017). Formative pluripotency: the executive phase in a developmental continuum. Development 144, 365–373. 10.1242/dev.142679.28143843 PMC5430734

[29] MiuraH, TakahashiS, PoonpermR, TanigawaA, TakebayashiS-I, and HirataniI. (2019). Single-cell DNA replication profiling identifies spatiotemporal developmental dynamics of chromosome organization. Nat. Genet 51, 1356–1368. 10.1038/s41588-019-0474-z.31406346

[30] OlshenAB, VenkatramanES, LucitoR, and WiglerM. (2004). Circular binary segmentation for the analysis of array-based DNA copy number data. Biostatistics 5, 557–572. 10.1093/biostatistics/kxh008.15475419

[31] CaloE, and WysockaJ. (2013). Modification of enhancer chromatin: what, how, and why? Mol. Cell 49, 825–837. 10.1016/j.molcel.2013.01.038.23473601 PMC3857148

[32] HerzH-M, MohanM, GarrussAS, LiangK, TakahashiY-H, MickeyK, VoetsO, VerrijzerCP, and ShilatifardA. (2012). Enhancer-associated H3K4 monomethylation by Trithorax-related, the Drosophila homolog of mammalian Mll3/Mll4. Genes Dev. 26, 2604–2620. 10.1101/gad.201327.112.23166019 PMC3521626

[33] HuD, GaoX, MorganMA, HerzH-M, SmithER, and ShilatifardA. (2013). The MLL3/MLL4 branches of the COMPASS family function as major histone H3K4 monomethylases at enhancers. Mol. Cell Biol 33, 4745–4754. 10.1128/MCB.01181-13.24081332 PMC3838007

[34] CaoK, CollingsCK, MarshallSA, MorganMA, RendlemanEJ, WangL, SzeCC, SunT, BartomET, and ShilatifardA. (2017). SET1A/COMPASS and shadow enhancers in the regulation of homeotic gene expression. Genes Dev. 31, 787–801. 10.1101/gad.294744.116.28487406 PMC5435891

[35] BoileauRM, ChenKX, and BlellochR. (2023). Loss of MLL3/4 decouples enhancer H3K4 monomethylation, H3K27 acetylation, and gene activation during embryonic stem cell differentiation. Genome Biol. 24, 41. 10.1186/s13059-023-02883-3.36869380 PMC9983171

[36] DorighiKM, SwigutT, HenriquesT, BhanuNV, ScruggsBS, NadyN, StillCD, GarciaBA, AdelmanK, and WysockaJ. (2017). Mll3 and Mll4 Facilitate Enhancer RNA Synthesis and Transcription from Promoters Independently of H3K4 Monomethylation. Mol. Cell 66, 568–576.e4. 10.1016/j.molcel.2017.04.018.28483418 PMC5662137

[37] PetrykN, DalbyM, WengerA, StrommeCB, StrandsbyA, AnderssonR, and GrothA. (2018). MCM2 promotes symmetric inheritance of modified histones during DNA replication. Science 361, 1389–1392. 10.1126/science.aau0294.30115746

[38] ChenY-H, KeeganS, KahliM, TonziP, FenyöD, HuangTT, and SmithDJ (2019). Transcription shapes DNA replication initiation and termination in human cells. Nat. Struct. Mol. Biol 26, 67–77. 10.1038/s41594-018-0171-0.30598550 PMC6320713

[39] PrioleauM-N, and MacAlpineDM (2016). DNA replication origins-where do we begin? Genes Dev. 30, 1683–1697. 10.1101/gad.285114.116.27542827 PMC5002974

[40] PetrykN, KahliM, d’Aubenton-CarafaY, JaszczyszynY, ShenY, SilvainM, ThermesC, ChenC-L, and HyrienO. (2016). Replication landscape of the human genome. Nat. Commun 7, 10208. 10.1038/ncomms10208.26751768 PMC4729899

[41] CayrouC, BallesterB, PeifferI, FenouilR, CoulombeP, AndrauJ-C, van HeldenJ, and MéchaliM. (2015). The chromatin environment shapes DNA replication origin organization and defines origin classes. Genome Res. 25, 1873–1885. 10.1101/gr.192799.115.26560631 PMC4665008

[42] YuW, ZhongQ, WenZ, ZhangW, and HuangY. (2022). Genome architecture plasticity underlies DNA replication timing dynamics in cell differentiation. Front. Genet 13, 961612. 10.3389/fgene.2022.961612.36118849 PMC9478753

[43] DileepV, WilsonKA, MarchalC, LyuX, ZhaoPA, LiB, PouletA, BartlettDA, Rivera-MuliaJC, QinZS, (2019). Rapid Irreversible Transcriptional Reprogramming in Human Stem Cells Accompanied by Discordance between Replication Timing and Chromatin Compartment. Stem Cell Rep. 13, 193–206. 10.1016/j.stemcr.2019.05.021.PMC662700431231024

[44] EatonML, PrinzJA, MacAlpineHK, TretyakovG, KharchenkoPV, and MacAlpineDM (2011). Chromatin signatures of the Drosophila replication program. Genome Res. 21, 164–174. 10.1101/gr.116038.110.21177973 PMC3032920

[45] GattoA, ForestA, QuivyJ-P, and AlmouzniG. (2022). HIRA-dependent boundaries between H3 variants shape early replication in mammals. Mol. Cell 82, 1909–1923.e5. 10.1016/j.molcel.2022.03.017.35381196

[46] MeeksJJ, and ShilatifardA. (2017). Multiple roles for the MLL/COMPASS family in the epigenetic regulation of gene expression and in cancer. Annu. Rev. Cancer Biol 1, 425–446. 10.1146/annurev-cancerbio-050216-034333.

[47] AshokkumarD, ZhangQ, MuchC, BledauAS, NaumannR, AlexopoulouD, DahlA, GoveasN, FuJ, AnastassiadisK, (2020). MLL4 is required after implantation, whereas MLL3 becomes essential during late gestation. Development 147, dev186999. 10.1242/dev.186999.32439762

[48] BledauAS, SchmidtK, NeumannK, HillU, CiottaG, GuptaA, TorresDC, FuJ, KranzA, StewartAF, and AnastassiadisK. (2014). The H3K4 methyltransferase Setd1a is first required at the epiblast stage, whereas Setd1b becomes essential after gastrulation. Development 141, 1022–1035. 10.1242/dev.098152.24550110

[49] GlaserS, SchaftJ, LubitzS, VinterstenK, van der HoevenF, TuftelandKR, AaslandR, AnastassiadisK, AngS-L, and StewartAF (2006). Multiple epigenetic maintenance factors implicated by the loss of Mll2 in mouse development. Development 133, 1423–1432. 10.1242/dev.02302.16540515

[50] XieG, LeeJ-E, SenftAD, ParkY-K, JangY, ChakrabortyS, ThompsonJJ, McKernanK, LiuC, MacfarlanTS, (2023). MLL3/MLL4 methyltransferase activities control early embryonic development and embryonic stem cell differentiation in a lineage-selective manner. Nat. Genet 55, 693–705. 10.1038/s41588-023-01356-4.37012455 PMC12269479

[51] MillerT, KroganNJ, DoverJ, Erdjument-BromageH, TempstP, JohnstonM, GreenblattJF, and ShilatifardA. (2001). COMPASS: a complex of proteins associated with a trithorax-related SET domain protein. Proc. Natl. Acad. Sci. USA 98, 12902–12907. 10.1073/pnas.231473398.11687631 PMC60797

[52] NislowC, RayE, and PillusL. (1997). SET1, a yeast member of the trithorax family, functions in transcriptional silencing and diverse cellular processes. Mol. Biol. Cell 8, 2421–2436. 10.1091/mbc.8.12.2421.9398665 PMC25717

[53] RickelsR, HerzH-M, SzeCC, CaoK, MorganMA, CollingsCK, GauseM, TakahashiY-H, WangL, RendlemanEJ, (2017). Histone H3K4 monomethylation catalyzed by Trr and mammalian COMPASS-like proteins at enhancers is dispensable for development and viability. Nat. Genet 49, 1647–1653. 10.1038/ng.3965.28967912 PMC5663216

[54] WuJ, LiuY, ZhangdingZ, LiuX, AiC, GanT, LiangH, GuoY, ChenM, LiuY, (2023). Cohesin maintains replication timing to suppress DNA damage on cancer genes. Nat. Genet 55, 1347–1358. 10.1038/s41588-023-01458-z.37500731

[55] LeeJ-E, WangC, XuS, ChoY-W, WangL, FengX, BaldridgeA, SartorelliV, ZhuangL, PengW, and GeK. (2013). H3K4 mono- and dimethyltransferase MLL4 is required for enhancer activation during cell differentiation. Elife 2, e01503. 10.7554/eLife.01503.24368734 PMC3869375

[56] WangC, LeeJ-E, LaiB, MacfarlanTS, XuS, ZhuangL, LiuC, PengW, and GeK. (2016). Enhancer priming by H3K4 methyltransferase MLL4 controls cell fate transition. Proc. Natl. Acad. Sci. USA 113, 11871–11876. 10.1073/pnas.1606857113.27698142 PMC5081576

[57] FulcoCP, NasserJ, JonesTR, MunsonG, BergmanDT, SubramanianV, GrossmanSR, AnyohaR, DoughtyBR, PatwardhanTA, (2019). Activity-by-contact model of enhancer-promoter regulation from thousands of CRISPR perturbations. Nat. Genet 51, 1664–1669. 10.1038/s41588-019-0538-0.31784727 PMC6886585

[58] NasserJ, BergmanDT, FulcoCP, GuckelbergerP, DoughtyBR, PatwardhanTA, JonesTR, NguyenTH, UlirschJC, LekschasF, (2021). Genome-wide enhancer maps link risk variants to disease genes. Nature 593, 238–243. 10.1038/s41586-021-03446-x.33828297 PMC9153265

[59] CornacchiaD, DileepV, QuivyJ-P, FotiR, TiliF, Santarella-MellwigR, AntonyC, AlmouzniG, GilbertDM, and BuonomoSBC (2012). Mouse Rif1 is a key regulator of the replication-timing programme in mammalian cells. EMBO J. 31, 3678–3690. 10.1038/emboj.2012.214.22850673 PMC3442270

[60] YamazakiS, IshiiA, KanohY, OdaM, NishitoY, and MasaiH. (2012). Rif1 regulates the replication timing domains on the human genome. EMBO J. 31, 3667–3677. 10.1038/emboj.2012.180.22850674 PMC3442267

[61] FotiR, GnanS, CornacchiaD, DileepV, Bulut-KarsliogluA, DiehlS, BunessA, KleinFA, HuberW, JohnstoneE, (2016). Nuclear Architecture Organized by Rif1 Underpins the Replication-Timing Program. Mol. Cell 61, 260–273. 10.1016/j.molcel.2015.12.001.26725008 PMC4724237

[62] KleinKN, ZhaoPA, LyuX, SasakiT, BartlettDA, SinghAM, TasanI, ZhangM, WattsLP, HiragaS-I, (2021). Replication timing maintains the global epigenetic state in human cells. Science 372, 371–378. 10.1126/science.aba5545.33888635 PMC8173839

[63] KirsteinN, BuschleA, WuX, KrebsS, BlumH, KremmerE, VorbergIM, HammerschmidtW, LacroixL, HyrienO, (2021). Human ORC/MCM density is low in active genes and correlates with replication time but does not delimit initiation zones. Elife 10, e62161. 10.7554/eLife.62161.33683199 PMC7993996

[64] LocalA, HuangH, AlbuquerqueCP, SinghN, LeeAY, WangW, WangC, HsiaJE, ShiauAK, GeK, (2018). Identification of H3K4me1-associated proteins at mammalian enhancers. Nat. Genet 50, 73–82. 10.1038/s41588-017-0015-6.29255264 PMC6007000

[65] DungrawalaH, RoseKL, BhatKP, MohniKN, GlickGG, CouchFB, and CortezD. (2015). The Replication Checkpoint Prevents Two Types of Fork Collapse without Regulating Replisome Stability. Mol. Cell 59, 998–1010. 10.1016/j.molcel.2015.07.030.26365379 PMC4575883

[66] SparvoliE, LeviM, and RossiE. (1994). Replicon clusters may form structurally stable complexes of chromatin and chromosomes. J. Cell Sci 107, 3097–3103. 10.1242/jcs.107.11.3097.7699008

[67] FerreiraJ, PaolellaG, RamosC, and LamondAI (1997). Spatial organization of large-scale chromatin domains in the nucleus: a magnified view of single chromosome territories. J. Cell Biol 139, 1597–1610. 10.1083/jcb.139.7.1597.9412456 PMC2132633

[68] YanJ, ChenS-AA, LocalA, LiuT, QiuY, DorighiKM, PreisslS, RiveraCM, WangC, YeZ, (2018). Histone H3 lysine 4 monomethylation modulates long-range chromatin interactions at enhancers. Cell Res. 28, 204–220. 10.1038/cr.2018.1.29313530 PMC5799818

[69] BeheraV, StonestromAJ, HamagamiN, HsiungCC, KellerCA, GiardineB, SidoliS, YuanZ-F, BhanuNV, WernerMT, (2019). Interrogating histone acetylation and BRD4 as mitotic bookmarks of transcription. Cell Rep. 27, 400–415.e5. 10.1016/j.celrep.2019.03.057.30970245 PMC6664437

[70] KangH, ShokhirevMN, XuZ, ChandranS, DixonJR, and HetzerMW (2020). Dynamic regulation of histone modifications and long-range chromosomal interactions during postmitotic transcriptional reactivation. Genes Dev. 34, 913–930. 10.1101/gad.335794.119.32499403 PMC7328517

[71] BlobelGA, KadaukeS, WangE, LauAW, ZuberJ, ChouMM, and VakocCR (2009). A reconfigured pattern of MLL occupancy within mitotic chromatin promotes rapid transcriptional reactivation following mitotic exit. Mol. Cell 36, 970–983. 10.1016/j.molcel.2009.12.001.20064463 PMC2818742

[72] PeychevaM, NeumannT, MalzlD, NazarovaM, SchoeberlUE, and PavriR. (2022). DNA replication timing directly regulates the frequency of oncogenic chromosomal translocations. Science 377, eabj5502. 10.1126/science.abj5502.36108018

[73] XuS, WangN, ZuccaroMV, GerhardtJ, IyyappanR, ScatolinGN, JiangZ, BaslanT, KorenA, and EgliD. (2024). DNA replication in early mammalian embryos is patterned, predisposing lamina-associated regions to fragility. Nat. Commun 15, 5247. 10.1038/s41467-024-49565-7.38898078 PMC11187207

[74] DuZ, ZhengH, HuangB, MaR, WuJ, ZhangX, HeJ, XiangY, WangQ, LiY, (2017). Allelic reprogramming of 3D chromatin architecture during early mammalian development. Nature 547, 232–235. 10.1038/nature23263.28703188

[75] FlyamerIM, GasslerJ, ImakaevM, BrandãoHB, UlianovSV, AbdennurN, RazinSV, MirnyLA, and Tachibana-KonwalskiK. (2017). Single-nucleus Hi-C reveals unique chromatin reorganization at oocyte-to-zygote transition. Nature 544, 110–114. 10.1038/nature21711.28355183 PMC5639698

[76] KeY, XuY, ChenX, FengS, LiuZ, SunY, YaoX, LiF, ZhuW, GaoL, (2017). 3D Chromatin Structures of Mature Gametes and Structural Reprogramming during Mammalian Embryogenesis. Cell 170, 367–381.e20. 10.1016/j.cell.2017.06.029.28709003

[77] MendirattaG, KeE, AzizM, LiarakosD, TongM, and StitesEC (2021). Cancer gene mutation frequencies for the U.S. population. Nat. Commun 12, 5961. 10.1038/s41467-021-26213-y.34645806 PMC8514428

[78] LongH, ZhangL, LvM, WenZ, ZhangW, ChenX, ZhangP, LiT, ChangL, JinC, (2020). H2A.Z facilitates licensing and activation of early replication origins. Nature 577, 576–581. 10.1038/s41586-019-1877-9.31875854

[79] LangmeadB, and SalzbergSL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359. 10.1038/nmeth.1923.22388286 PMC3322381

[80] EwelsPA, PeltzerA, FillingerS, PatelH, AlnebergJ, WilmA, GarciaMU, Di TommasoP, and NahnsenS. (2020). The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol 38, 276–278. 10.1038/s41587-020-0439-x.32055031

[81] MeersMP, TenenbaumD, and HenikoffS. (2019). Peak calling by Sparse Enrichment Analysis for CUTnRUN chromatin profiling. Epigenet. Chromatin 12, 42. 10.1186/s13072-019-0287-4.PMC662499731300027

[82] RamírezF, RyanDP, GrüningB, BhardwajV, KilpertF, RichterAS, HeyneS, DündarF, and MankeT. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 44, W160–W165. 10.1093/nar/gkw257.27079975 PMC4987876

[83] PerezG, BarberGP, Benet-PagesA, CasperJ, ClawsonH, DiekhansM, FischerC, GonzalezJN, HinrichsAS, LeeCM, (2025). The UCSC Genome Browser database: 2025 update. Nucleic Acids Res. 53, D1243–D1249. 10.1093/nar/gkae974.39460617 PMC11701590

[84] Kit Leng LuiS, KeeganS, TonziP, KahliM, ChenY-H, ChalhoubN, ColemanKE, FenyoD, SmithDJ, and HuangTT (2021). Monitoring genome-wide replication fork directionality by Okazaki fragment sequencing in mammalian cells. Nat. Protoc 16, 1193–1218. 10.1038/s41596-020-00454-5.33442052 PMC8792808

[85] PohlA, and BeatoM. (2014). bwtool: a tool for bigWig files. Bioinformatics 30, 1618–1619. 10.1093/bioinformatics/btu056.24489365 PMC4029031

[86] LiaoY, SmythGK, and ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. 10.1093/bioinformatics/btt656.24227677

[87] QuinlanAR, and HallIM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26, 841–842. 10.1093/bioinformatics/btq033.20110278 PMC2832824

[88] GuZ, EilsR, and SchlesnerM. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics 32, 2847–2849. 10.1093/bioinformatics/btw313.27207943

[89] MarchalC, SasakiT, VeraD, WilsonK, SimaJ, Rivera-MuliaJC, Trevilla-GarcíaC, NoguesC, NafieE, and GilbertDM (2018). Genome-wide analysis of replication timing by next-generation sequencing with E/L Repli-seq. Nat. Protoc 13, 819–839. 10.1038/nprot.2017.148.29599440 PMC6044726

[90] KentWJ, ZweigAS, BarberG, HinrichsAS, and KarolchikD. (2010). BigWig and BigBed: enabling browsing of large distributed datasets. Bioinformatics 26, 2204–2207. 10.1093/bioinformatics/btq351.20639541 PMC2922891

[91] Kaya-OkurHS, WuSJ, CodomoCA, PledgerES, BrysonTD, HenikoffJG, AhmadK, and HenikoffS. (2019). CUT&Tag for efficient epigenomic profiling of small samples and single cells. Nat. Commun 10, 1930. 10.1038/s41467-019-09982-5.31036827 PMC6488672

[92] BuenrostroJD, WuB, LitzenburgerUM, RuffD, GonzalesML, SnyderMP, ChangHY, and GreenleafWJ (2015). Single-cell chromatin accessibility reveals principles of regulatory variation. Nature 523, 486–490. 10.1038/nature14590.26083756 PMC4685948

[93] FriedmanJ, HastieT, and TibshiraniR. (2010). Regularization Paths for Generalized Linear Models via Coordinate Descent. J. Stat. Softw 33, 1–22. 10.18637/jss.v033.i01.20808728 PMC2929880

# Supplementary material for: KMT2C/KMT2D-dependent H3K4me1 mediates changes in DNA replication timing and origin activity during a cell fate transition
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Jun 5.
**Supplement:** 1

**Supplemental information**

**KMT2C/KMT2D-dependent H3K4me1  
mediates changes in DNA replication timing  
and origin activity during a cell fate transition**

**Deniz Gökbuget, Liana Goehring, Ryan M. Boileau, Kayla Lenshoek, Tony T. Huang, and Robert Blelloch**

SUPPLEMENTAL FIGURES:

Fig. S1

A

Miura et al. 2019 BrdU Repli-Seq  
day 0

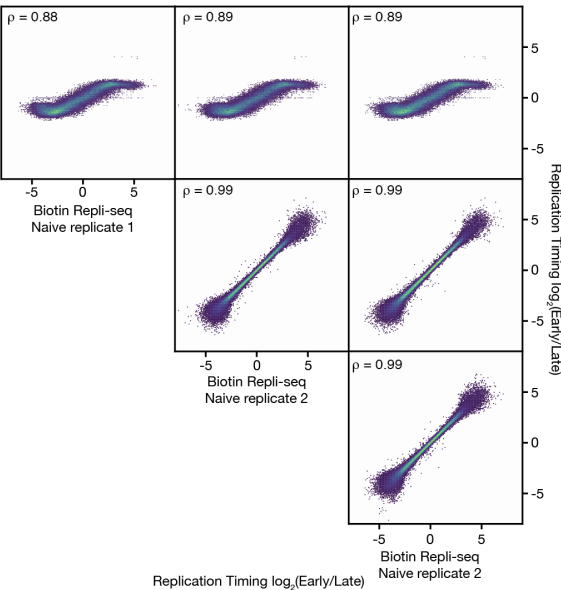

B

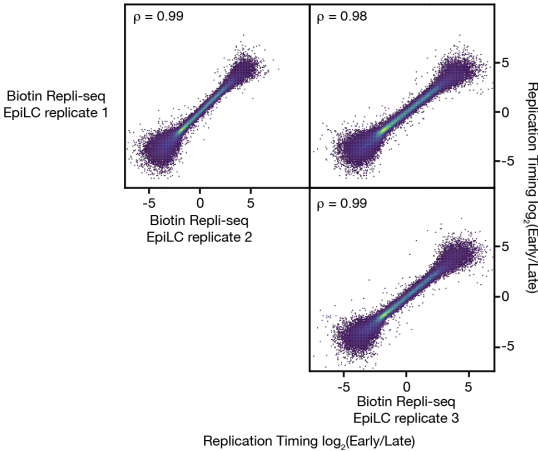

D

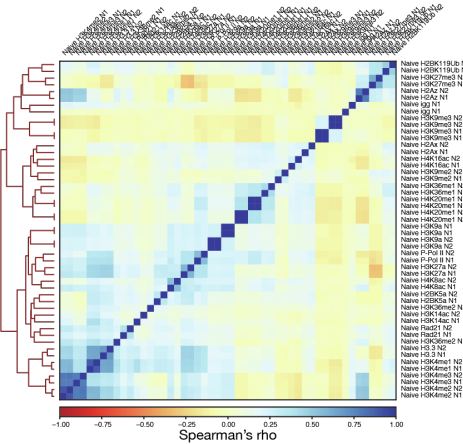

E

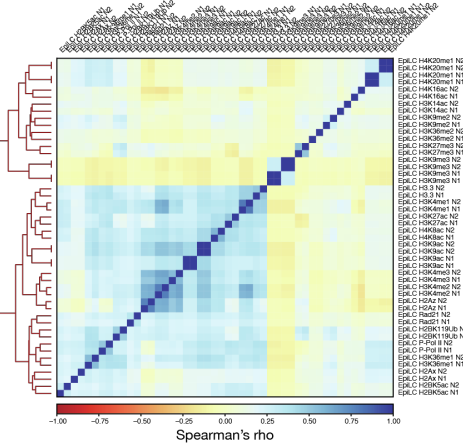

C

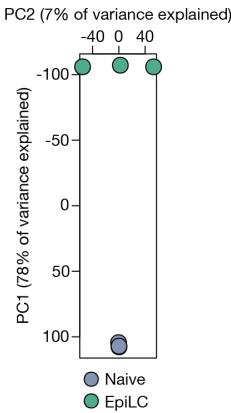

**Figure S1:** Quality control of BioRepli-seq and CUT&Tag. Related to Figure 1.

**(A,B)** Correlation plots of  $\log_2$  RT of three naïve BioRepli-seq replicates (derived from independent cultures) against each other and against previous BrdU Repli-seq method (A) (derived from equivalent culture conditions)<sup>29</sup> or of three EpiLC BioRepli-seq replicates (B).

**(C)** Principal component analysis of genome-wide naïve and EpiLC RT. First and second principal components and their variance explained shown. Replicates derived from three independent cultures shown.

**(D,E)** Correlation matrix of CUT&Tag data for 21 chromatin features from naïve (C) and EpiLC (D) states. Individual replicates (N1, N2) derived from independent cultures shown. Duplicate labels represent replicates split on two sequencing lanes.

Fig. S2

**A**

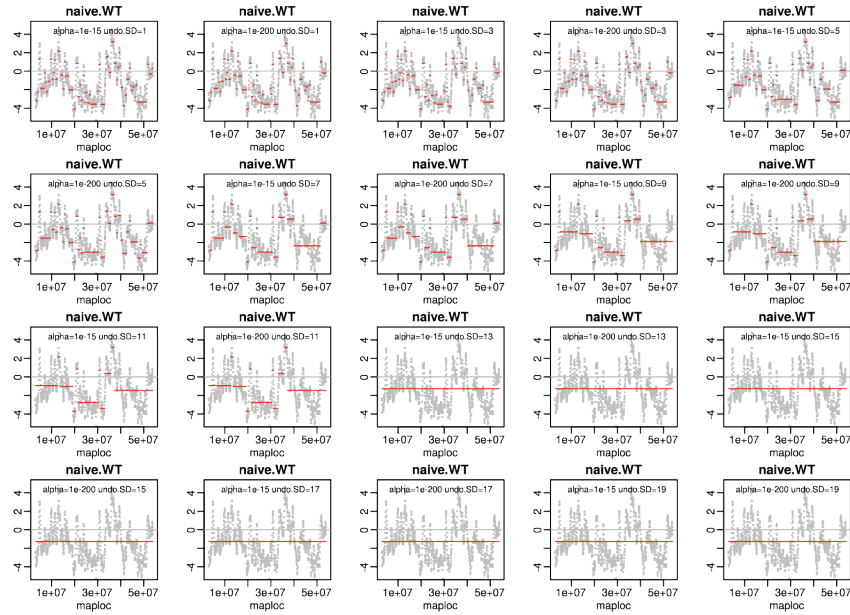

**B**

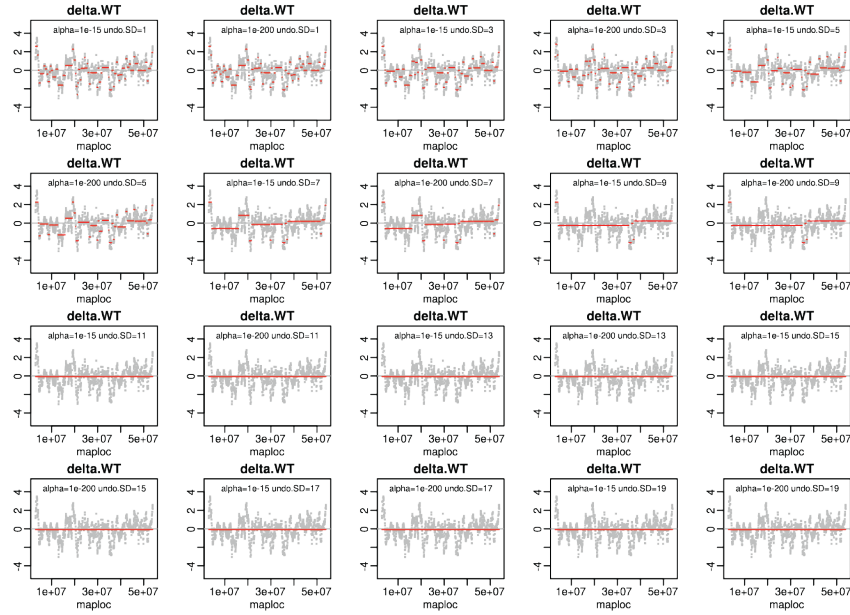

**C**

Naive RT segments

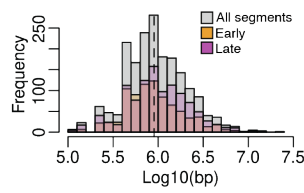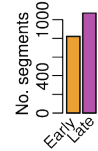

**D**

$\Delta$ RT segments

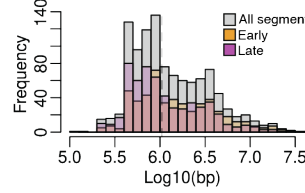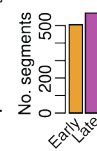

**Figure S2:** Genome-wide RT segmentation using circular binary segmentation. Related to Figure 2.

**(A,B)** Parameter tuning results for ‘alpha’ and ‘undo.SD’ in circular binary segmentation algorithm for naïve (A) and  $\Delta$ RT (B) segmentation shown for first one thousand 50kb bins of chr1 (“alpha =  $1e-15$ ” and “undo.SD = 5” was selected for final segmentation calls). **(C,D)** Histograms for RT segment size (left) and barplots for number of segments (right) for naïve (C) and  $\Delta$ RT (D). Dashed line indicates median of all segments.

**A**

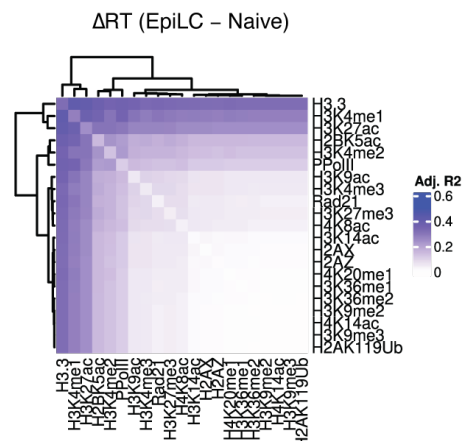

**Figure S3:** Associations of chromatin feature signal and RT. Related to Figure 2.

**(A,B)** Scatter plots of naïve or differential chromatin feature signal ( $\Delta$  of EpiLC – naïve signal) versus naïve RT (A) or  $\Delta$ RT segments (B), respectively, for top 10 most predictive chromatin features based on elastic net regression model parameter weights (see Figure 2D,E). Kendall's correlation coefficient shown ( $\tau$ ).

**(C,D)** Heatmap of adjusted  $R^2$  derived from pairwise or individual (diagonal) linear regression of naïve (C) or  $\Delta$ RT (D) using naïve or delta (EpiLC – naïve) chromatin feature signal, respectively.

Fig. S4

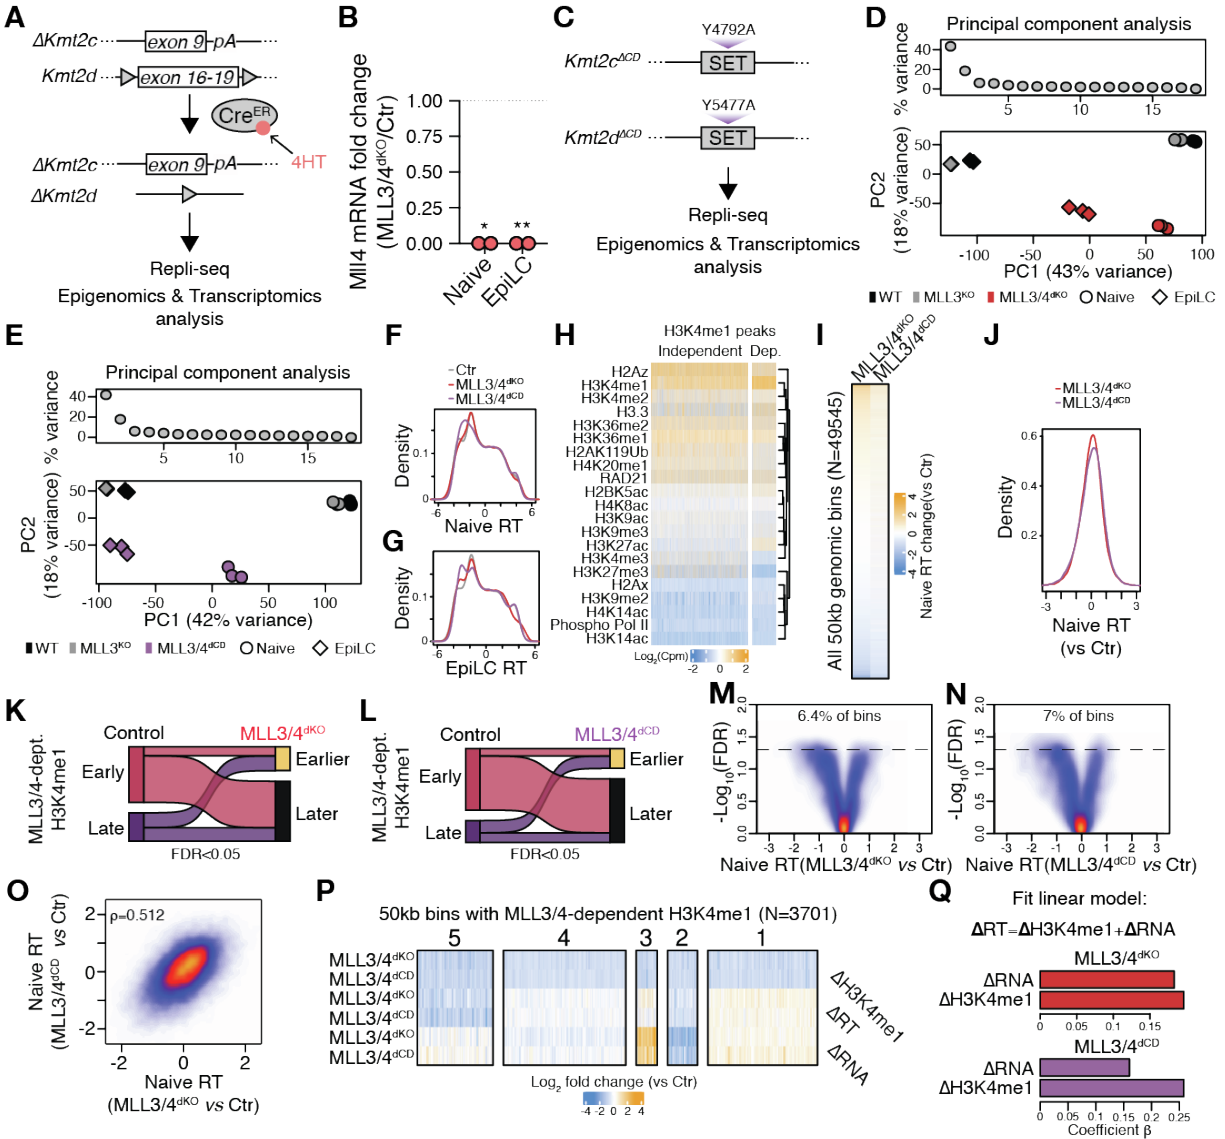

**Figure S4: KMT2C/D activity locally shapes naïve RT.** Related to Figure 3.

(A) Scheme of genetic model used to produce stable KMT2C/D<sup>dKO</sup> ES cells.

(B) Relative *Kmt2d* mRNA levels in KMT2C/D<sup>dKO</sup> versus KMT2C<sup>KO</sup> control at naïve and EpiLC states measured by qRT-PCR. Gapdh mRNA was used as a reference.

(C) Scheme of genetic model used for stable KMT2C/D<sup>dCD</sup> ES cells.

(D,E) Principal component (PC) analysis of naïve and EpiLC RT of KMT2C/D<sup>dKO</sup> (D) or KMT2C/D<sup>dCD</sup> (E) each compared to WT and KMT2C<sup>KO</sup>. Individual replicates derived from independent cultures shown. Variance explained per PC (top) and PC1 versus PC2 shown (bottom).

**(F,G)** Density plots genome-wide naïve (F) and EpiLC (G) steady-state RT for controls (KMT2C<sup>KO</sup>), KMT2C/D<sup>dKO</sup>, and KMT2C/D<sup>dCD</sup>.

**(H)** Heatmap showing clustering of the 21 analyzed chromatin features at KMT2C/D-dependent versus independent H3K4me1 peaks.

**(I,J)** Heatmap (J) and density plot (J) showing genome-wide RT changes for KMT2C/D<sup>dKO</sup> and KMT2C/D<sup>dCD</sup> relative to control (KMT2C<sup>KO</sup>) in naïve state. Heatmap ordered by RT changes in KMT2C/D<sup>dKO</sup>.

**(K,L)** Sankey plots for all significantly changing RT bins ( $FDR < 0.05$ ) with KMT2C/D-dependent H3K4me1 (lost in mutants by more than 0.5 on log<sub>2</sub> scale) for KMT2C/D<sup>dKO</sup> (K) or KMT2C/D<sup>dKO</sup> (L) compared to control in naïve state.

**(M,N)** Volcano plots for log<sub>2</sub> RT fold changes versus negative log<sub>10</sub>( $FDR$ ) at all genomic bins with KMT2C/D-dependent H3K4me1 (lost in mutants by more than 0.5 of log<sub>2</sub> scale) for KMT2C/D<sup>dKO</sup> (M) or KMT2C/D<sup>dCD</sup> (N) compared to control in naïve state. Percentage of genomic bins changing shown for  $FDR < 0.05$  (dashed line).

**(O)** Correlation plot comparing RT changes in KMT2C/D<sup>dKO</sup> versus KMT2C/D<sup>dCD</sup> relative to control in naïve ES cells. Spearman's correlation coefficient ( $\rho$ ) shown.

**(P)** Heatmap showing changes for H3K4me1, RT and transcription in KMT2C/D<sup>dKO</sup> and KMT2C/D<sup>dCD</sup> relative to control ES cells for in naïve ES cells for all 50kb RT bins that display reduction in H3K4me1 in KMT2C/D<sup>dKO</sup> and KMT2C/D<sup>dCD</sup> relative to control ES cells. Heatmap clustered by K-means.

**(Q)** Coefficients of linear regression explaining changes in RT in KMT2C/D<sup>dKO</sup> (top) or KMT2C/D<sup>dCD</sup> (bottom) relative to control in naïve ES cells using respective changes in H3K4me1 and transcription.

Fig. S5

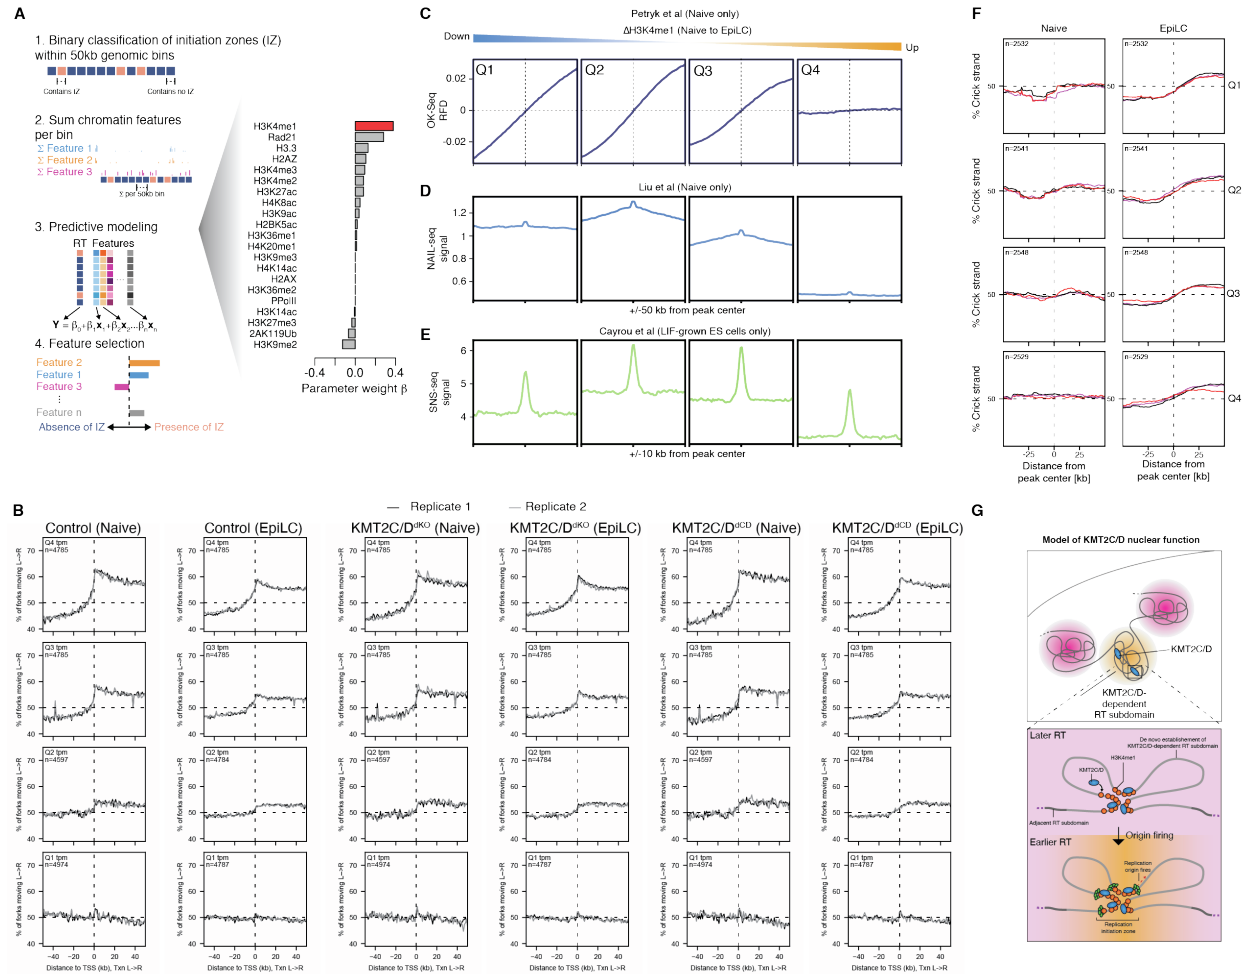

**Figure S5: Predictive modeling and validation of OK-seq data.** Related to Figure 4 and 5.

**(A)** Schematic and results for elastic net regression analysis for origin efficiency using the 21 chromatin features as predictors.

**(B)** Metagene analysis of OK-seq data from control (KMT2C<sup>KO</sup>), KMT2C/D<sup>dKO</sup>, and KMT2C/D<sup>dCD</sup> cells in naïve and EpiLC states at TSSs stratified into quartiles (Q1-Q4) based on transcriptional activity. Individual replicates derived from independent cultures are shown.

**(C-E)** Metagene analysis of published OK-seq (C), NAIL-seq (D), and SNS-seq (E) data at H3K4me1 peaks stratified into quartiles (Q1-Q4; shown in Fig. 4C,D) based on their KMT2C/D-dependent H3K4me1 read count change in control versus mutants (average of changes in KMT2C/D<sup>dKO</sup> and KMT2C/D<sup>dCD</sup>) during naïve to EpiLC differentiation.

**(F)** Metagene analysis of OK-seq data from control (black), KMT2C/D<sup>dKO</sup> (red), and KMT2C/D<sup>dCD</sup> cells (magenta) at gained H3K4me1 peaks during differentiation. Peaks were

stratified into 8 quantiles (Q) based on their H3K4me1 read count change in controls during the naïve to EpiLC differentiation (see Fig. 5B for quantiles 5-8). Only gained peaks showing more than two-fold gain in H3K4me1 in controls were used as input.

**(G):** Model of nuclear function of KMT2C/D activity in the context of the 3D genome.

How the deposited data were processed for this re-analysis (not part of the article)

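OK-seq was measured in 6 conditions, naive ESCs and EpiLCs of the KMT2C KO control, KMT2C/D dKO and KMT2C/D dCD lines, with 2 biological replicates in each, 12 samples in all. According to the methods, the authors aligned paired-end reads to mm10 with bowtie2 and binned Watson and Crick reads with published OK-seq scripts. The authors deposited one file per condition with the Watson and Crick read density as signal in reads per bp, for 2725511 bins of 1 kb. The replicates are summed in it and library sizes are not equalised. The paper's text does not say whether duplicate reads were removed. Each deposited value was a whole multiple of 0.001 (largest deviation 0), so values were multiplied by 1000 to give whole reads. The position in the files was taken as the end of the bin, since 0 reads then fell in 15381 kilobases of the reference made of N only, against 272 reads if it were the start.

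Depth ranged from 3655095 reads (naive KMT2C/D dCD) to 13601460 (EpiLC KMT2C/D dCD). The naive libraries held 4409068 (control), 3937871 (KMT2C/D dKO) and 3655095 reads (KMT2C/D dCD), and the EpiLC libraries 11407678, 12962445 and 13601460. With a mean of 33.5 reads per 25 kb in the shallowest library, single sites have wide intervals, and means over many sites were compared. Reads without molecular identifiers are not independent molecules, so intervals from counting cover counting error only. A minimum of 100 reads on each side was set before the data were examined, but left 0 TSSs and 0 naive zones. It was lowered to 10 from the depth, before any strand bias was seen. A minimum of 500 left 0 sites of any kind.

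The autosomes and chromosome X were used. In all, 130 bins with more than 10 times the median count were left out of every library. Crick percentage is C/(W+C), as in the methods. Strand bias is the Crick percentage in the 25 kb to the right of a site minus that in the 25 kb to its left, in genome coordinates. Reading a gene on the minus strand in its own direction exchanges both the sides and the strands, so the sign is the same for genes of either strand. TSSs are those of protein-coding genes in GENCODE M21. Initiation zones are local maxima of strand bias of at least 10 percentage points in the mean of the 3 genotypes of a state, TSS-proximal within 10 kb of a TSS and TSS-distal beyond 25 kb. Gained and lost zones were selected in a random 0.5 of the control reads (at least 10 points in one state, under 5 in the other) and measured in the remaining reads. H3K4me1, RT and expression data were not used here, so the quartiles and octiles of the paper were not formed.

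Mutant and control were compared by the mean difference over sites, with 95% intervals from 2000 bootstrap resamples of the 20 chromosomes. An interval without 0 was the threshold. As replicates are pooled, no p-value is given, and each interval compares the libraries, not the conditions. Intervals of single zones combine Wilson intervals of the sides (Newcombe). The amplitude is the SD of Crick percentage over 50 kb bins after removal of the binomial variance.

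Alternatives set before the data were examined covered windows of 10 and 50 kb, the bins left out, summed reads in place of means over sites, autosomes only, libraries thinned to equal size, division by the amplitude, isolated TSSs, zone thresholds of 5 and 20 points, and zones called or selected in other libraries or in separate reads. Chosen after the data were seen were a minimum of 20 reads, the reads for calling and for measuring exchanged, zones called in the other state, division by the amplitude at zones called in separate reads, and all values with the T minus A part taken off. For the last, the Crick reads of each bin above the share of its neighbours (10 bins on either side, without the bin and the 2 nearest on each side) were fitted on the T minus A content of the bin, measured on the reference strand as a share of its bases. The fitted part was subtracted from Crick and added to Watson reads, with the sum kept. Windows called as zones showed a step at their own edge in reads not used for the call, which taking the T minus A part off reduced without removing it.

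The procedure was tested on simulated strands drawn on the real reads with planted zones. At the known positions of planted zones, KMT2C/D dKO minus control was recovered as -5.47 (-5.81 to -5.12) in naive and -5.45 (-5.61 to -5.28) in EpiLC libraries, for planted values of -5.49 and -5.49. Called zones returned less of this loss. Zones called on all reads gave -0.396 (-0.672 to -0.102) in naive and -4.99 in EpiLC libraries. Zones called in separate reads gave -0.954 (-1.21 to -0.695) and -2.63. In naive libraries 38.1% and 22.1% of these calls lay within 10 kb of a planted zone. With no planted difference, zones called on all reads gave KMT2C/D dCD minus control of 2.46 (2.19 to 2.77) in naive and -0.493 (-0.702 to -0.228) in EpiLC libraries, so this calling failed the test. Zones called in separate reads gave 0.0376 (-0.208 to 0.334) and -0.110 (-0.349 to 0.120). When a T minus A preference of unequal slope was planted as well, separate reads gave 0.423 (0.190 to 0.636) and 0.363 (0.0892 to 0.593), and after the preference was taken off 0.0197 (-0.210 to 0.244) and 0.0932 (-0.189 to 0.354). A planted slope of 1.7 was recovered as 1.62, so the step removed slightly too little in these simulations. The slope is fitted on differences between neighbouring bins but subtracted on the whole T minus A content. Zones were planted without regard to sequence. The simulations can therefore not show whether the step also removes real fork polarity that goes with T minus A content. At planted zones in EpiLC libraries with the preference taken off, the unchanged KMT2C/D dCD gave 0.241 (0.0381 to 0.434), which shows the error that remains.

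Genes and zones named in the text follow a rule set before the data were examined: Kmt2c and Kmt2d, the zones inside windows whose coordinates the figures print, and the zones of largest difference with at least 500 reads on each side, of which there were none. For windows with many zones, means over the zones are given, and the Foxp1 zone was singled out after its values were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.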

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

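Of the tests in this part, those of amplitude and of T minus A content on the difference between states, and those of a change in a single state and of a copy number gain on chromosome 2, were chosen after the result was seen.

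The mutant minus control difference in strand bias differed between EpiLCs and naive ESCs. At TSSs, EpiLC minus naive was 0.464 (0.214 to 0.696) percentage points for KMT2C/D dKO. Over zones called and measured in separate reads it was 1.40 (1.03 to 1.72) for KMT2C/D dKO and 0.945 (0.661 to 1.25) for KMT2C/D dCD over all zones, 1.22 (0.737 to 1.62) and 0.896 (0.489 to 1.28) at TSS-distal zones, and 2.13 (1.54 to 2.73) and 1.02 (0.485 to 1.57) at TSS-proximal zones. The difference itself was tested, by resampling chromosomes in both states together. The amplitude of the libraries does not account for the difference at TSSs, which was 0.374 (0.129 to 0.598) for KMT2C/D dKO after division by it. For KMT2C/D dCD the interval at TSSs included 0 before division, 0.183 (-0.0443 to 0.423), and lay off 0 only after it, 0.777 (0.568 to 0.998). With libraries thinned to the smallest one the TSS value for KMT2C/D dKO was 0.163 (-0.254 to 0.516), an interval that holds both 0 and the unthinned value, so depth cannot be told apart from a difference between states there. At TSSs, unequal T minus A slopes may account for the KMT2C/D dKO difference, since it was 0.0263 (-0.216 to 0.243) with that part taken off. Over all zones the same step left 0.566 (0.2503 to 0.876) and 0.525 (0.246 to 0.804), so the slopes do not account for the whole difference there. It left 0.485 (0.00422 to 0.925) and 0.462 (0.200 to 0.718) at TSS-distal zones, and 0.898 (0.449 to 1.36) for KMT2C/D dKO at TSS-proximal zones. For KMT2C/D dCD at TSS-proximal zones the interval then included 0, 0.481 (-0.00356 to 0.948). A difference between the states in how the mutants affect origins stays open, as do differences between single pooled libraries, which the files cannot separate from it.

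In the KMT2C/D dCD line, a signal in the share of reads that the paper does not report appeared on chromosome 2. From 163000001 to 182113000 the share was 1.35 times that of the control in naive ESCs and 1.39 times in EpiLCs, against 0.995 and 1.04 for KMT2C/D dKO. A few bins with many reads are excluded by the median over 100 kb bins, 1.34 in naive ESCs. A change in a single cell state is excluded by the ratio of 1.39 in EpiLCs. A copy number gain in the line, present in both states, may account for it: Crick reads rose 1.37-fold and Watson reads 1.34-fold in naive ESCs, and the 20 Mb before the step had ratios of 0.975 and 0.948. The step was located in the same reads, so this is a hypothesis.

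In the same line, shares below the control were found among the 518 segments of 5 Mb on chromosome 4 from 110000001 to 115000000 (0.733 in naive ESCs and 0.7499 in EpiLCs) and on chromosome 18 from 80000001 to 85000000 (0.708 and 0.603) and from 85000001 to 90000000 (0.655 and 0.645). No explanation of these was tested.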

How the results depend on the processing

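In all, 328 of the 526 values under alternatives kept the sign and the side of 0 of the main value, or, for zone counts and amplitudes, stayed near it. Values below are mutant minus control in percentage points unless stated, with dKO and dCD for KMT2C/D dKO and KMT2C/D dCD. The distal minus proximal difference in EpiLC dCD stayed negative with an interval below 0 in 21 of 23 alternatives, and the EpiLC minus naive control difference at lost zones in 12 of 12 (from -15.4 to -1.01). Differences at TSSs ranged from -0.452 to 0.0990 in naive dKO, -1.13 to 0.976 in naive dCD, -0.120 to 0.424 in EpiLC dKO and -0.357 to 0.890 in EpiLC dCD. Where no construction is named below, the cause was not tested. The alternatives with at least 20 reads, with the reads for calling and measuring exchanged, zones called in the other state, division by the amplitude at zones called in separate reads, and the T minus A part taken off were chosen after seeing the data.

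With windows of 10 kb on each side, the sign changed for TSSs naive dCD (-0.0483), proximal zones naive dKO (0.381), all zones EpiLC dCD (-0.593); the interval came to include 0 for TSSs EpiLC dKO (0.185), TSSs EpiLC dCD (0.0991), distal minus proximal naive dCD (-0.260), all zones EpiLC dKO (0.0582), distal zones EpiLC dKO (0.0587), proximal zones EpiLC dKO (0.204), distal minus proximal EpiLC dKO (-0.145), proximal zones EpiLC dCD (0.0145).

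With windows of 50 kb on each side, the sign changed for TSSs naive dKO (0.0990), all zones naive dKO (-0.164), distal zones naive dKO (-0.0549), distal zones EpiLC dCD (0.0764); the number of zones called per library moved to 16713 (EpiLC control, from 38400), 16256 (EpiLC dCD, from 37705), 16642 (EpiLC dKO, from 38405), 16905 (naive control, from 37880), 16114 (naive dCD, from 37112), 16726 (naive dKO, from 38116).

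With no bins left out, the interval came to include 0 for all zones EpiLC dCD (0.206), gained zones EpiLC minus naive control (0.351).

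With bins over 3 times the median count left out, the sign changed for proximal zones naive dKO (0.0116); the interval came to include 0 for distal minus proximal naive dCD (-0.373).

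With reads summed over sites, the interval came to include 0 for all zones naive dKO (0.156); the interval came to exclude 0 for TSSs naive dKO (-0.222), distal minus proximal naive dKO (0.449).

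On autosomes only, the interval came to include 0 for distal minus proximal naive dCD (-0.413); the interval came to exclude 0 for distal minus proximal naive dKO (0.441).

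In libraries thinned to the smallest total, the sign changed for all zones naive dKO (-0.632), distal zones naive dKO (-0.694), distal minus proximal naive dKO (-0.00855), all zones naive dCD (-0.101), distal zones naive dCD (-0.410); the interval came to include 0 for TSSs EpiLC dKO (0.0421), distal minus proximal EpiLC dKO (-0.0448), distal zones EpiLC dCD (-0.0365), gained zones EpiLC dKO (-0.0449), gained zones EpiLC dCD (-0.123); the interval came to exclude 0 for proximal zones naive dKO (-0.686).

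After division by the amplitude, the sign changed for TSSs naive dCD (-1.13), TSSs EpiLC dKO (-0.0775), TSSs EpiLC dCD (-0.357), all zones naive dKO (-0.684), distal zones naive dKO (-0.612), all zones naive dCD (-3.24), distal zones naive dCD (-3.16), proximal zones naive dCD (-3.58), distal minus proximal naive dCD (0.422), all zones EpiLC dKO (-0.921), distal zones EpiLC dKO (-0.999), proximal zones EpiLC dKO (-0.715), all zones EpiLC dCD (-3.04), proximal zones EpiLC dCD (-2.33); the interval came to include 0 for distal minus proximal EpiLC dKO (-0.284); the interval came to exclude 0 for TSSs naive dKO (-0.452), proximal zones naive dKO (-1.08), distal minus proximal naive dKO (0.473).

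At TSSs with no other protein-coding TSS within 50 kb, the interval came to include 0 for TSSs EpiLC dKO (0.119).

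At zones called in the control only, the sign changed for all zones naive dKO (-16.9), distal zones naive dKO (-17.7), distal minus proximal naive dKO (-3.32), all zones naive dCD (-16.6), distal zones naive dCD (-17.7), proximal zones naive dCD (-13.0), all zones EpiLC dKO (-10.9), distal zones EpiLC dKO (-11.8), proximal zones EpiLC dKO (-8.51), all zones EpiLC dCD (-11.0), proximal zones EpiLC dCD (-8.09); the interval came to exclude 0 for proximal zones naive dKO (-14.4). This alternative selects on the noise of the control, which by its construction raises that library and lowers the mutants.

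At zones called in KMT2C/D dKO only, the sign changed for proximal zones naive dKO (14.4), distal zones naive dCD (-0.228), distal minus proximal EpiLC dKO (2.65), distal zones EpiLC dCD (0.389); the interval came to include 0 for all zones naive dCD (0.0481); the interval came to exclude 0 for distal minus proximal naive dKO (3.82). Here selection on the noise of KMT2C/D dKO raises that library by construction.

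At zones called in KMT2C/D dCD only, the sign changed for all zones naive dKO (-0.486), distal zones naive dKO (-0.459), distal minus proximal naive dCD (3.22), distal zones EpiLC dCD (11.3), distal minus proximal EpiLC dCD (1.85); the interval came to exclude 0 for proximal zones naive dKO (-0.566). The same selection on noise raises KMT2C/D dCD by construction.

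At zones called in a random 0.5 of the reads and measured in the rest, the sign changed for all zones naive dKO (-0.492), distal zones naive dKO (-0.353), distal zones naive dCD (-0.237), distal zones EpiLC dCD (0.660); the interval came to include 0 for all zones naive dCD (0.0674), distal minus proximal EpiLC dKO (-0.107); the interval came to exclude 0 for proximal zones naive dKO (-1.16), distal minus proximal naive dKO (0.806). By construction this removes selection on counting noise.

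At a zone threshold of 5 points, the sign changed for proximal zones naive dKO (0.0406), all zones EpiLC dCD (-0.0656); the interval came to include 0 for distal minus proximal naive dCD (-0.373), distal zones EpiLC dKO (0.116).

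At a zone threshold of 20 points, the interval came to include 0 for all zones naive dKO (0.0806), distal zones naive dKO (0.0749), distal minus proximal naive dCD (-0.519), distal minus proximal EpiLC dKO (-0.194), distal zones EpiLC dCD (-0.238); the number of zones called per library moved to 21966 (EpiLC control, from 38400), 21848 (EpiLC dCD, from 37705), 22285 (EpiLC dKO, from 38405), 24190 (naive control, from 37880), 23195 (naive dCD, from 37112), 23714 (naive dKO, from 38116).

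At zones more than 50 kb from a TSS, the interval came to include 0 for distal zones naive dKO (0.198), distal minus proximal naive dCD (-0.403).

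At gained and lost zones selected and measured in the mean of the 3 genotypes, the sign changed for lost zones naive dKO (0.963), lost zones naive dCD (1.499). Selection and measurement in the same reads raise the selected state by construction.

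At zones selected in KMT2C/D dKO, the sign changed for gained zones EpiLC minus naive control (-1.46), gained zones EpiLC dCD (0.279); the interval came to include 0 for lost zones naive dCD (-0.176). Selection on the noise of that library raises it by construction.

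At zones selected in KMT2C/D dCD, the sign changed for gained zones EpiLC minus naive control (-1.36), gained zones EpiLC dKO (0.289). That selection, too, raises the selecting library.

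With at least 20 reads on each side, the interval came to include 0 for all zones naive dKO (0.109), distal zones naive dKO (0.122); the interval came to exclude 0 for distal minus proximal naive dKO (0.313).

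With the reads for calling and measuring exchanged, the sign changed for all zones naive dKO (-0.456), distal zones naive dKO (-0.539), distal minus proximal naive dKO (-0.209), distal zones naive dCD (-0.179), distal zones EpiLC dCD (0.476); the interval came to include 0 for all zones naive dCD (0.165).

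At zones called in the other state, the sign changed for all zones naive dKO (-0.996), distal zones naive dKO (-1.05), distal zones EpiLC dCD (0.604); the interval came to include 0 for distal zones naive dCD (0.0724), distal minus proximal EpiLC dKO (-0.00834); the interval came to exclude 0 for proximal zones naive dKO (-1.13).

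Without the T minus A part, the sign changed for TSSs EpiLC dKO (-0.0132), proximal zones naive dKO (0.605), all zones EpiLC dKO (-0.884), distal zones EpiLC dKO (-1.34), proximal zones EpiLC dKO (-0.348), all zones EpiLC dCD (-0.617); the amplitude moved to 7.67 (EpiLC control), 9.77 (EpiLC dCD), 8.12 (EpiLC dKO), 8.90 (naive control), 12.5 (naive dCD), 9.72 (naive dKO).

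Without the T minus A part and with zones called and measured in separate reads, the sign changed for all zones naive dKO (-0.369), distal zones naive dKO (-0.309), distal zones naive dCD (-0.300), distal minus proximal EpiLC dKO (0.115), distal zones EpiLC dCD (0.162); the interval came to include 0 for all zones naive dCD (0.0325), all zones EpiLC dKO (0.196), distal zones EpiLC dKO (0.175), proximal zones EpiLC dKO (0.0605); the interval came to exclude 0 for proximal zones naive dKO (-0.837).

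Without the T minus A part and with zones called in the other state, the sign changed for all zones naive dKO (-0.707), distal zones naive dKO (-0.900), distal minus proximal naive dKO (-0.145), distal minus proximal EpiLC dKO (0.152), distal zones EpiLC dCD (0.274); the interval came to include 0 for distal zones naive dCD (0.501), proximal zones EpiLC dKO (0.125); the interval came to exclude 0 for proximal zones naive dKO (-0.755).

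Without the T minus A part and after division by the amplitude, the sign changed for TSSs naive dCD (-0.591), TSSs EpiLC dKO (-0.120), TSSs EpiLC dCD (-0.201), all zones naive dKO (-0.523), distal zones naive dKO (-0.511), all zones naive dCD (-2.99), distal zones naive dCD (-2.96), proximal zones naive dCD (-3.13), distal minus proximal naive dCD (0.173), all zones EpiLC dKO (-1.61), distal zones EpiLC dKO (-2.03), proximal zones EpiLC dKO (-1.11), all zones EpiLC dCD (-3.52), proximal zones EpiLC dCD (-2.68); the interval came to exclude 0 for TSSs naive dKO (-0.278), proximal zones naive dKO (-0.871).

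With zones called and measured in separate reads and after division by the amplitude, the sign changed for all zones naive dKO (-0.880), distal zones naive dKO (-0.669), all zones naive dCD (-1.93), distal zones naive dCD (-1.78), proximal zones naive dCD (-2.58), distal minus proximal naive dCD (0.796), distal minus proximal EpiLC dKO (0.221), all zones EpiLC dCD (-0.825), proximal zones EpiLC dCD (-0.770); the interval came to include 0 for all zones EpiLC dKO (0.155), distal zones EpiLC dKO (0.221), proximal zones EpiLC dKO (0.000519), distal minus proximal EpiLC dCD (-0.0894); the interval came to exclude 0 for proximal zones naive dKO (-1.75), distal minus proximal naive dKO (1.09).

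Over 20 kb bins, the amplitude moved to 10.4 (EpiLC control), 12.9 (EpiLC dCD), 11.4 (EpiLC dKO), 13.7 (naive control), 17.4 (naive dCD), 14.2 (naive dKO).

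Full depth in place of thinned libraries kept the zone counts per library near the thinned ones, but that count is near the 38973 zones found with random strands in the naive control, against 37880 with its own, so it carries little information at this depth. A minimum of 500 reads on each side left no site and gave no value. Division by the amplitude gives no value for EpiLC minus naive control, as it is relative to the control of each state. Each replicate could not be left out in turn, since the deposited tracks sum the replicates. No paired analysis was possible because the replicates of each condition are pooled in one track. The depth limits the naive zones most: at a threshold of 10 points 23411 naive and 4304 EpiLC zones arose from random strands, against 29759 and 19348 called.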

Differences from the paper's values

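The paper gives no number for a measure computed here, so only directions are compared. The paper states that strand bias at TSSs in both mutants cannot be told from that in controls, at TSSs grouped by expression. Over all TSSs together, strand bias minus control was 0.493 (0.265 to 0.718) in naive KMT2C/D dCD, 0.319 (0.212 to 0.422) in EpiLC KMT2C/D dKO and 0.677 (0.555 to 0.826) percentage points in EpiLC KMT2C/D dCD cells. Grouped by CpG content in place of expression, naive KMT2C/D dKO minus control was -0.715 (-1.002 to -0.379) in the highest quartile and 0.348 (0.0152 to 0.718) in the second lowest, both named after their values were seen, while over all TSSs its interval included 0 (-0.145 (-0.356 to 0.106)). Of the alternatives set before the data were examined, windows of 10 kb gave intervals that include 0 for naive KMT2C/D dCD and both EpiLC mutants over all TSSs (-0.0483 (-0.345 to 0.264), 0.185 (-0.00264 to 0.359) and 0.0991 (-0.0882 to 0.313)). For EpiLC KMT2C/D dKO so did libraries thinned to the smallest total (0.0421), division by the amplitude (-0.0775) and TSSs without another TSS within 50 kb (0.119). Taking off the T minus A part, chosen after seeing the values, also gave an interval that includes 0 for EpiLC KMT2C/D dKO (-0.0132) and not for KMT2C/D dCD in either state. Division by the amplitude, set before the data were examined, turned the KMT2C/D dCD differences to -1.13 in naive ESCs and -0.357 in EpiLCs. For naive KMT2C/D dKO it gave -0.452, and these intervals lay below 0.

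The paper reports lower strand bias in both mutants at KMT2C/D-dependent H3K4me1 peaks in naive ESCs. These peaks were not used here, and the zones measured are other sites. Over all initiation zones called in naive ESCs, strand bias minus control was higher, 0.257 in KMT2C/D dKO and 1.59 percentage points in KMT2C/D dCD cells. This calling gave 2.46 (2.19 to 2.77) in simulated libraries where KMT2C/D dCD and control had the same strand bias. The value of 1.59 therefore does not show an increase in KMT2C/D dCD cells. Among the alternatives set before the data were examined, both mutants were lower, with intervals below 0, after division by the amplitude (-0.684 and -3.24) and at zones called in the control only (-16.9 and -16.6), where selection lowers the mutants by construction. KMT2C/D dKO alone was lower with libraries thinned (-0.632), at zones called in KMT2C/D dCD only (-0.486) and at zones called and measured in separate reads (-0.492). Of the alternatives chosen after seeing the values, KMT2C/D dKO was lower with the separate reads exchanged (-0.456), at zones called in the other state (-0.996), and without the T minus A part at zones called in separate reads (-0.369) or in the other state (-0.707). At zones called in the other state KMT2C/D dCD was higher, 15.3 percentage points against 14.8 in the control. Without the T minus A part these means were 9.26 and 8.25. Among 22 alternatives over all naive zones, the sign and side of 0 of the main value were kept in 13 for KMT2C/D dCD and 7 for KMT2C/D dKO. Both mutants were lower without the T minus A part and after division by the amplitude (-0.523 and -2.99), and at zones called and measured in separate reads after division by the amplitude (-0.880 and -1.93), both also chosen after seeing the values. At TSS-distal zones both mutants were lower, with intervals below 0, with libraries thinned (-0.694 and -0.410), set before the data were examined, as well as under the settings named above for both mutants over all zones. KMT2C/D dCD was also lower at TSS-distal zones called in KMT2C/D dKO only (-0.228) and, chosen after seeing the values, without the T minus A part at zones called in separate reads (-0.300).

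At gained H3K4me1 peaks in EpiLCs, the paper reports a reduction in KMT2C/D dKO in the octile with the largest gain and a trend for KMT2C/D dCD that did not pass its test. At zones selected for a gain of strand bias, which are other sites, KMT2C/D dCD minus control was -0.390 (-0.523 to -0.254), an interval below 0. In reads not used for selection the EpiLC control had only 2.10 percentage points at these zones. With libraries thinned, set before the data were examined, the interval included 0 (-0.123 (-0.371 to 0.147)). The sign changed at zones selected in KMT2C/D dCD (0.787 (0.640 to 0.932)) and at those selected in KMT2C/D dKO (0.279). The decrease at zones selected in the control thus does not by itself separate KMT2C/D dCD from the control.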

Other observations

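Chosen after the result was seen were the tests of selection and of depth at initiation zones, of reads that are not Okazaki fragments, of duplicate reads, and of the T minus A part and of the amplitude at zones called in separate reads and in the highest CpG quartile.

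Bins of 1 kb had a strand preference that libraries of different genotype and state shared. Between libraries, the covariance of the Crick share was higher within a bin than at a distance of 5 kb in 15 of 15 pairs of libraries. Duplicate reads arise within a library and are excluded as the whole cause by its presence between libraries. Most of it followed T minus A content: taking off the T minus A part left 25.0% of the excess (median over pairs, 23.3% to 29.5%). Whether capture of EdU, which replaces T, is the cause was not decided. The share removed would be the same for a slope of either sign. The slopes were 1.69 (1.68 to 1.695), 1.63 (1.62 to 1.64) and 1.74 (1.73 to 1.75) in the naive control, KMT2C/D dKO and KMT2C/D dCD libraries, and 1.16 (1.15 to 1.17), 1.32 (1.31 to 1.32) and 1.34 (1.33 to 1.35) in those of EpiLCs. For zones called in separate reads, Crick percentage changed by -5.14 points in naive ESCs and -3.99 in EpiLCs across the left edge of the window, and by -1.30 and -1.05 without the T minus A part. A remainder is thus left in the values without that part. Other sequence preferences were not tested.

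The differences between mutant and control over initiation zones depend on how zones are chosen. Division by the amplitude of the libraries turned the differences over all zones called on all reads negative, in 4 of 4 with intervals without 0. Counting noise that enters with selection in the same reads does not grow with the amplitude, so this does not decide on the amplitude. Over zones called and measured in separate reads, naive KMT2C/D dKO was lower than the control although its amplitude was higher, 1.05 times that of the control (1.05 to 1.06), so the amplitude does not account for this value. It may account for the higher EpiLC values there, as KMT2C/D dKO minus control fell to 0.155 with an interval that includes 0 and KMT2C/D dCD minus control turned to -0.825, a decrease that was not explained. In naive ESCs, selection of zones by counting noise may account for the higher mutant values, as KMT2C/D dKO minus control was -0.492 with separate reads, and so may depth, as it was -0.632 with libraries thinned. In EpiLCs the same steps left 0.905 and 0.538, so neither accounts for the KMT2C/D dKO difference there. Over zones called on all reads, 2 of 4 differences kept their sign and an interval without 0 once the T minus A part was taken off. Both are naive, where this calling gave 2.28 (1.97 to 2.61) for KMT2C/D dCD in simulated unchanged libraries, and the EpiLC values turned to -0.884 and -0.617, so these zones do not decide on that part. Over zones called in separate reads, a T minus A preference that differs in slope leaves -0.369 for naive KMT2C/D dKO and 0.558 for EpiLC KMT2C/D dCD, both with intervals without 0, and may account for the EpiLC KMT2C/D dKO difference, which fell to 0.196 with an interval that includes 0. An effect of the genotypes on origins, and a difference between single pooled libraries, both stay open. For KMT2C/D dCD so does a difference between ESC lines of different strain background.

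The amplitude of fork polarity was larger in KMT2C/D dCD than in control libraries. Depth does not account for it, since the naive ratio was 1.31 in thinned libraries. Fewer reads that are not Okazaki fragments would raise polarity by one factor at every scale and site. In values without the T minus A part, the naive ratio rose from 1.40 over 20 kb bins to 1.58 over 500 kb bins, and strand bias at TSSs was 1.12 times that of the control, with an interval below the amplitude ratio of 1.41. Such reads are therefore excluded as the whole cause. A change in how forks are distributed along the genome in this line stays open and was not tested. The line also differs from the control in strain background, so such a change need not come from the mutations.

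Zones that gained or lost strand bias were lower in both mutants when they were selected in the control, in the state where they were selected for a high strand bias. In the state where they were selected for a low one, control minus mutant was -0.503 (-0.617 to -0.404) for KMT2C/D dKO and -0.416 (-0.563 to -0.286) for KMT2C/D dCD at lost zones in EpiLCs, and 0.0364 (-0.213 to 0.341) and -0.264 (-0.528 to 0.0251) at gained zones in naive ESCs. Selection in one library, which keeps its own deviations, may account for this. At gained zones selected in KMT2C/D dKO, KMT2C/D dKO minus control was 0.636, and at those selected in KMT2C/D dCD the selecting library was higher than the control by 0.787 (0.640 to 0.932). At lost zones the selecting mutant was higher by 0.664 (0.429 to 0.927) and 0.340 (0.0324 to 0.611). At lost zones selected in the control, naive KMT2C/D dKO minus control was -0.438 (-0.683 to -0.204) and KMT2C/D dCD minus control -0.519 (-0.772 to -0.253).

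The differences of the mutants from the control went together across zones, with a correlation of 0.465 in naive ESCs and 0.537 in EpiLCs, where simulated unchanged libraries gave 0.456 and 0.536 from the shared control. Zones are not independent replicates. With different control reads for each mutant the correlation was 0.0246 and 0.0281, above the highest of 20 simulations (0.0138 and 0.0110), so the shared control leaves a small part unexplained. Once the T minus A part was taken off, it was 0.0397 and 0.0318, so that part is not its whole cause. A change common to both mutants, and other differences of the control libraries, stay open.

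Strand bias in the control rose with the CpG content of promoters, and the highest minus the lowest quartile was 8.45 percentage points in naive ESCs (7.85 to 9.09) and 5.37 in EpiLCs. T minus A content is not its whole cause, as 3.80 and 2.39 were left. CpG content may stand in for transcription, which was not analysed here. In the highest quartile, strand bias was lower in naive KMT2C/D dKO than in the control, by a difference of -0.715 (-1.002 to -0.379). The T minus A part is not the whole cause of this, as -0.410 was left with an interval below 0, although the highest minus the lowest quartile then included 0 (-0.409 (-0.919 to 0.0235)). The amplitude, 1.05 times that of the control in naive KMT2C/D dKO, was higher and does not account for a decrease. In EpiLCs, KMT2C/D dKO minus control in the highest quartile was 0.394 (0.198 to 0.585), and -0.148 (-0.333 to 0.0278) without the T minus A part. For KMT2C/D dCD this quartile gave 0.338 (-0.0480 to 0.666) in naive ESCs and 0.818 (0.639 to 1.03) in EpiLCs. With reads as counted, the decrease was thus limited to naive KMT2C/D dKO. An effect of the genotype and a difference between single pooled libraries stay open.

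In the regions of the other figures, mutant minus control at zones called in naive ESCs, measured in naive ESCs with intervals from counting error, was 0.878 (-3.19 to 4.95) for KMT2C/D dKO and 1.60 (-2.40 to 5.59) for KMT2C/D dCD in Fig. 1B, -4.34 (-13.9 to 5.25) for KMT2C/D dKO and -3.03 (-12.9 to 6.88) for KMT2C/D dCD in Fig. 2F, 8.14 (-3.77 to 20.1) for KMT2C/D dKO and 18.3 (5.05 to 31.6) for KMT2C/D dCD in Fig. 2G and 5.04 (-9.39 to 19.5) for KMT2C/D dKO and 9.28 (-4.47 to 23.0) for KMT2C/D dCD in Fig. 2H. At zones called and measured in EpiLCs it was -1.62 (-5.07 to 1.82) for KMT2C/D dKO and -2.88 (-6.26 to 0.509) for KMT2C/D dCD in Fig. 1B, 3.06 (-5.96 to 12.1) for KMT2C/D dKO and 0.307 (-8.05 to 8.66) for KMT2C/D dCD in Fig. 2F, -3.00 (-11.9 to 5.86) for KMT2C/D dKO and 1.36 (-8.02 to 10.7) for KMT2C/D dCD in Fig. 2G and -0.448 (-10.9 to 10.0) for KMT2C/D dKO and 9.73 (-0.873 to 20.3) for KMT2C/D dCD in Fig. 2H. At zones called in naive ESCs and measured in EpiLCs, KMT2C/D dKO minus control in Fig. 2F was 6.70 (1.56 to 11.8). At the 3 zones of Fig. 2G called in EpiLCs and measured in naive ESCs, KMT2C/D dCD minus control was 19.0 (2.98 to 35.1). At its 4 naive zones it was 19.4 (6.13 to 32.7) without the T minus A part. The EpiLC zones lie close to naive ones, so largely the same reads were measured. These windows hold 2 to 45 zones, and among so many intervals some are expected to lie off 0 by chance.

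Chromosome 6 took 1.11 times its share in the naive control in naive KMT2C/D dCD and 1.06 times in EpiLC KMT2C/D dCD libraries. For chromosome 3 the ratios were 0.949 and 0.952 in KMT2C/D dKO and 0.921 and 0.937 in KMT2C/D dCD libraries. No explanation was tested.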
